# Spontaneously evolved progenitor niches escape Yap oncogene addiction in advanced pancreatic ductal adenocarcinomas

**DOI:** 10.1038/s41467-023-37147-y

**Published:** 2023-03-15

**Authors:** Shigekazu Murakami, Shannon M. White, Alec T. McIntosh, Chan D. K. Nguyen, Chunling Yi

**Keywords:** Tumour heterogeneity, Cancer stem cells, Pancreatic cancer

## Abstract

Lineage plasticity has been proposed as a major source of intratumoral heterogeneity and therapeutic resistance. Here, by employing an inducible genetic engineered mouse model, we illustrate that lineage plasticity enables advanced Pancreatic Ductal Adenocarcinoma (PDAC) tumors to develop spontaneous relapse following elimination of the central oncogenic driver - Yap. Transcriptomic and immunohistochemistry analysis of a large panel of PDAC tumors reveals that within high-grade tumors, small niches of PDAC cells gradually evolve to re-activate pluripotent transcription factors (PTFs), which lessen their dependency on Yap. Comprehensive Cut&Tag analysis demonstrate that although acquisition of PTF expression is coupled with the process of epithelial-to-mesenchymal transition (EMT), PTFs form a core transcriptional regulatory circuitry (CRC) with Jun to overcome Yap dependency, which is distinct from the classic TGFb-induced EMT-TF network. A chemical-genetic screen and follow-up functional studies establish Brd4 as an epigenetic gatekeeper for the PTF-Jun CRC, and strong synergy between BET and Yap inhibitors in blocking PDAC growth.

## Abstract (web summary)

It remains unclear how spontaneous Pancreatic Ductal Adenocarcinoma (PDAC) tumors escape Yap dependency. Here, the authors show that lineage plasticity promotes spontaneous relapse following YAP ablation and reveal key transcriptional drivers that overcome YAP addiction in PDAC.

## Introduction

The term “oncogene addiction” was first proposed 20 years ago to describe the phenomenon that cancer cells often exhibit exquisite dependencies on one or several oncogenic drivers to sustain tumor growth and progression^1^. While striking clinical responses have been achieved with drugs targeting driver oncogenes, nearly all tumor remissions are followed by eventual tumor relapse^2^. Thus, enumerating the mechanisms by which cancer cells adapt to oncogene suppression is essential for achieving sustained tumor control in patients^3^.

Kras is one of the most commonly mutated oncogenes whose activating mutations are detected in more than 20% of human cancers, including 95% of all pancreatic ductal adenocarcinoma (PDAC) cases^4^. Extensive studies using various genetically engineered mouse (GEM) models have firmly established the critical roles of oncogenic Kras in the initiation, progression, and maintenance of PDAC tumors^5–8^. Several Kras effector pathways have been implicated in PDAC initiation and maintenance including the mitogen-activated protein kinase (MAPK), phosphatidylinositol 3-kinase (PI3K), and Ral guanine nucleotide exchange factor (RalGEF) signaling pathways^9–12^. Further downstream, sustained oncogenic Kras signaling is known to induce extensive epigenetic and transcriptional reprogramming in neoplastic pancreatic epithelial cells, resulting in the progressive silencing of pancreatic lineage TFs, the gradual increase in lineage plasticity, and the activation of pleiotropic oncogenic TFs^13^.

Yap, which lacks a DNA-binding domain, partners with the Tead family of TFs to promote transcriptional programs that are central to the growth, survival, and therapy resistance in many types of solid tumors^14,15^. We and others have shown that Kras mutant PDAC tumors are highly addicted to Yap, which acts as a central transcriptional gatekeeper in maintaining the expression of the master metabolic TF Myc and other key metabolic genes, in promoting macropinocytosis during nutrient stress, and in orchestrating an immune suppressive tumor microenvironment (TME)^16–23^.

First-in-class Yap/Tead inhibitors have recently entered Phase I clinical trials for the treatment of advanced solid tumors with hyperactive Yap^24,25^. Unlike Myc whose inactivation impairs the development of the exocrine pancreas and the postnatal expansion of β-cells^26–28^, Yap is dispensable for pancreatic development and normal pancreatic functions^17,22^, potentially making it a safer drug target. Importantly, not only does Yap play a critical role in maintaining metabolic homeostasis and an immune suppressive TME in Kras mutant PDAC tumors, but Yap has also been identified as a major driver of advanced PDAC tumor relapse following the genetic ablation of oncogenic Kras or treatment by MAPK inhibitors or cytotoxic agents^15,29–31^. These results underscore the therapeutic potential of Yap inhibitors in the treatment of PDAC either as a single agent or in combination with other approved or experimental therapeutics.

Using an inducible, dual-recombinase GEM model^32^, we recently demonstrated that genetic deletion of Yap caused early pancreatic lesions to undergo full regression despite the presence of oncogenic Kras, but only temporarily blocked the growth of orthotopic tumors derived from poorly differentiated Kras:p53mutant PDAC cells^16^.

In the current study, we further explore the mechanisms of resistance to Yap ablation in spontaneous PDAC tumors and primary PDAC cells. Our study reveals the emergence of rare “progenitor” niches during the natural course of PDAC progression and illustrates that the PTFs form a core CRC with Jun to maintain oncogenic transcription in Yap-independent PDAC cells. Importantly, we find that BET inhibitors disrupt the PTF-Jun CRC and re-sensitizes PDAC cells to Yap blockade, illustrating the therapeutic potential of combining Yap and BET inhibitors for the treatment of PDAC.

## Results

### Following Yap ablation, a subset of advanced Kras:p53 mutant PDAC tumors develop spontaneous relapsed lesions with embryonic progenitor features

We established large cohorts of *FSF-Kras*^*G12D/+*^*;Trp53*^*frt/+*^*;Yap*^*flox/flox*^*;Pdx-Flp;R26*^*FSF-CreER/Dual*^ (KPYYF) and *FSF-Kras*^*G12D/+*^*;Trp53*^*frt/+*^*;Pdx-Flp;R26*^*FSF-CreER/Dual*^ (KPF) mice as control (Fig. 1a). Since we previously found that YAP ablation halted the initiation and progression of early pancreatic lesions^16,17^, all mice were kept off tamoxifen (TAM) for the first two months after birth to allow PDAC tumors to develop in the presence of Yap. After the tumors became palpable, mice were put on a TAM-containing diet, which was expected to simultaneously turn off EGFP and switch on tdTomato (Tm) in the PDAC tumor cells of both KPF and KPYYF mice, and additionally delete Yap in KPYYF tumor cells (Fig. 1a). Consistent with the original report of this model^32^, 10 days of TAM treatment was sufficient to induce widespread Tm expression in KPF tumors according to immunohistochemistry (IHC) analysis (Fig. 1b, Supplementary Fig. 1a, b, Supplementary Table 1). In contrast, nearly 1/3 of the KPYYF tumors contained <20% Tm+ cells, even after prolonged TAM treatment far exceeding the 10-day window required for KPF tumors (Fig. 1b, Supplementary Fig. 1a, b, Supplementary Table 1). Furthermore, in nearly half of the KPYYF tumors that did exhibit widespread Tm activation, Yap remained expressed throughout the tumors, albeit at reduced levels (Fig. 1b, Supplementary Fig. 1a, b, Supplementary Table 1). Despite the frequent incomplete silencing of Yap, the KPYYF cohort exhibited a dramatically longer overall survival rate compared to the KPF cohort (Supplementary Fig. 1c). Moreover, a significantly higher percentage of Tm+ tumor areas stained positive for cleaved Caspase 3 (CC3) compared to the unrecombined GFP+Tm− tumor areas within KPYYF tumors or KPF tumors (Supplementary Fig. 1d). These observations strongly suggest that Yap suppression significantly reduces the fitness of most PDAC cells, causing them to be outcompeted and eliminated from some of the tumors.

**Fig. 1:**
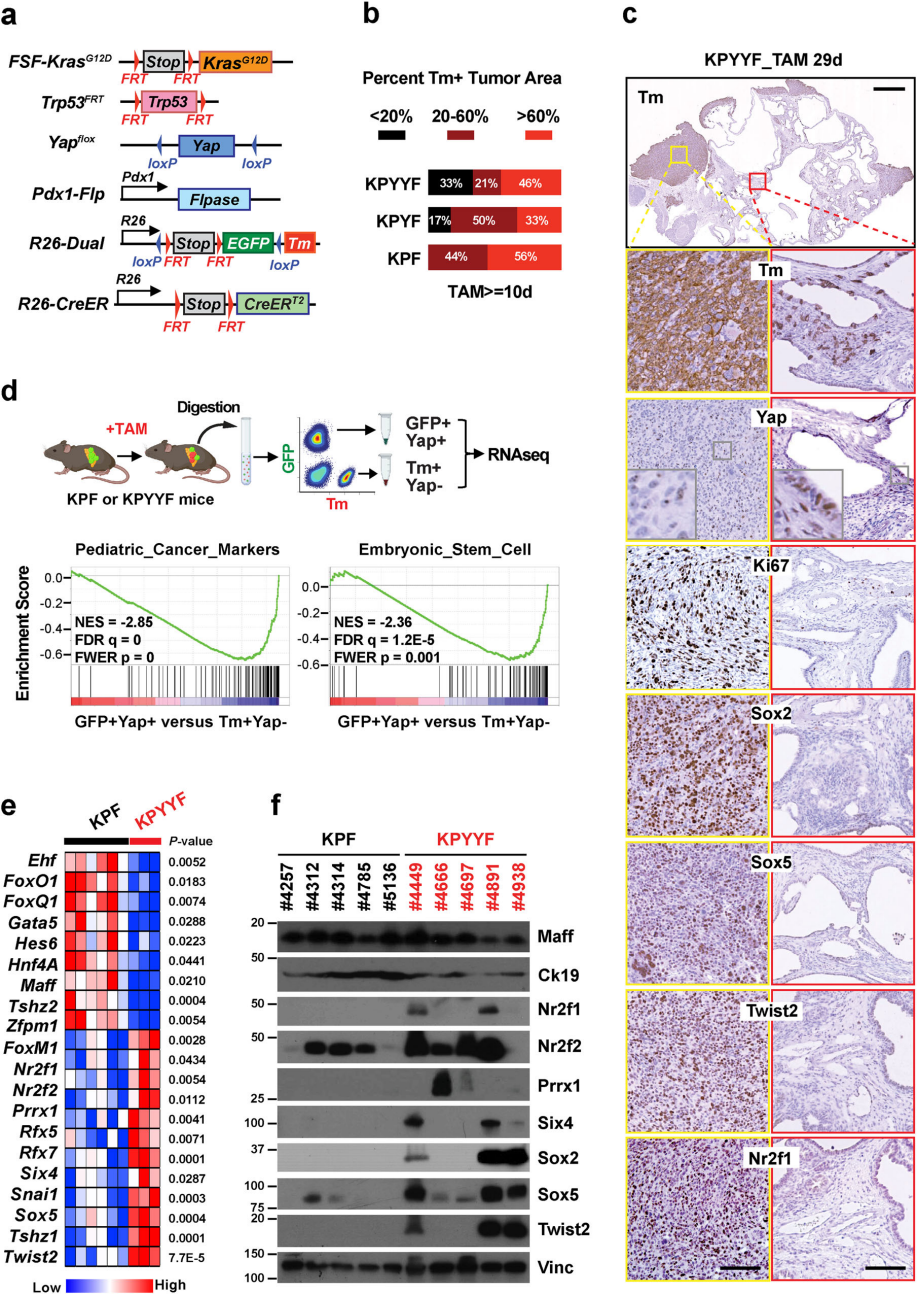
A subset of Kras:p53 mutant PDAC tumors develop spontaneous relapsed lesions with embryonic progenitor features following Yap ablation. **a** Genetic strategy to first activate *Kras*^*G12D*^ and delete *Trp53* in the pancreas via *Pdx1-Flp*, and subsequently delete *Yap* via TAM-induced Cre-loxP recombination systems. Note that *FSF-Kras*^*G12D*^*/Trp53*^*FRT*^ and *Yap*^*flox/flox*^ are under the separate controls of Flp and CreER, respectively. The *R26-Dual* reporter marks Flp-expressing KrasG12D cells with EGFP. Upon TAM-mediated CreER activation, the EGFP locus is removed, while tdTomato (Tm) is switched on. **b** The percentage of recombination evaluated by Tm+ area over Tm+ and GFP+ area based on IHC staining of KPF (*n* = 9), KPYF (*n* = 6) and KPYYF (*n* = 33) PDAC tumors following TAM treatment for at least 10 days. **c** Representative images of IHC analysis of indicated proteins in a KPYYF PDAC tumor after 29 days of TAM treatment. The top panel shows the overall Tm staining of an entire tumor with two small boxes marking a representative relapsing region (yellow) and a representative regressing region (red), respectively. The bottom panels include the higher-magnification IHC images of the indicated proteins at the marked regions. Scale bars indicate 1 mm (top) or 50 μm (all other panels). Experiments were performed on 13 different KPYY mice. **d** Experimental design (top) and the top two most enriched Gene Sets in Tm+/Yap− relative to GFP+/Yap+ cells according to GSEA (bottom) of RNA-seq of PDAC cells isolated from TAM-treated KPF and KPYYF mice. Unpaired, One-sided, *Z*-test. Created with BioRender.com. **e** Heatmap representing the expression of indicated genes in KPF (*n* = 6) and KPYYF (*n* = 3) tumors. Unpaired, two-tailed, Student’s *t*-test. **f** Western blot (WB) analysis of indicated proteins in KPF and KPYYF tumors. Vinc was used as the loading control. The mouse IDs belonging to the KPF or KPYYF cohorts are indicated. Shown is representative of three independent experiments. Source data are provided within a Source Data file.

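The heatmap draws 20 transcription factors, 9 as lower and 11 as higher in KPYYF cells. In the deposited counts, all 20 had that direction, an unadjusted p under 0.05 and a more than 2-fold change in edgeR's quasi-likelihood test. With Benjamini-Hochberg adjustment over all genes tested, 4 of the 9 lower and 5 of the 11 higher genes had an adjusted p under 0.05. Adjusted over the list alone, all 20 did, but the study chose them on these libraries, so this is not independent evidence. The number of the 20 with an adjusted p under 0.05 was 18 with the DESeq2 Wald test, and 1 without KPF library 4435 or without KPYYF library 4938. It was 7 with KPF libraries 4504h and 4504s, which share a mouse number, summed, where Maff and Prrx1 no longer passed. In 8 of the 9 lower and 10 of the 11 higher genes, no KPYYF library overlapped a KPF library, where chance gives 2.38% of genes in either direction. That rate holds for genes not chosen by their difference, so this separation is not independent evidence either. The lower genes ran from Gata5 (ENSMUSG00000015627), with a log2 fold change of -5.30 (standard error 1.07, adjusted p = 0.0357), to Foxo1 (ENSMUSG00000044167), with -1.24 (standard error 0.31, adjusted p = 0.0777). Tshz2 (ENSMUSG00000047907) had the smallest adjusted p among the 20, 0.00386, and fell from 61.2 ± 10.2 CPM (SD, n = 6) in KPF to 4.64 ± 1.75 CPM (SD, n = 3) in KPYYF libraries, a log2 fold change of -3.72 (standard error 0.41). It kept an adjusted p under 0.05 in all 9 fits that each left out one library (at most 0.0201). Maff and Zfpm1 were also lower, with log2 fold changes of -2.09 and -2.25 (adjusted p = 0.0351 and 0.0249), and Tshz1 was higher, with 1.83 (adjusted p = 0.0225). Without KPF library 4435, KPYYF library 4891 or KPYYF library 4938, each of Maff, Zfpm1 and Tshz1 had an adjusted p above 0.05, between 0.0557 and 0.105. Maff also failed without KPF library 4504s, KPF library 4515 or KPYYF library 4449, and Zfpm1 without KPF library 4504s, so that they passed in 3 and 5 of the 9 fits and Tshz1 in 6. Gata5 passed the adjustment in 3 of these 9 fits, those without KPF library 4504h, KPF library 4601 or KPYYF library 4891. Hes6, Foxm1, Rfx5, Rfx7 and Snai1 had log2 fold changes between -1.27 and 1.75 and adjusted p between 0.109 and 0.241.

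**Figure D1:**
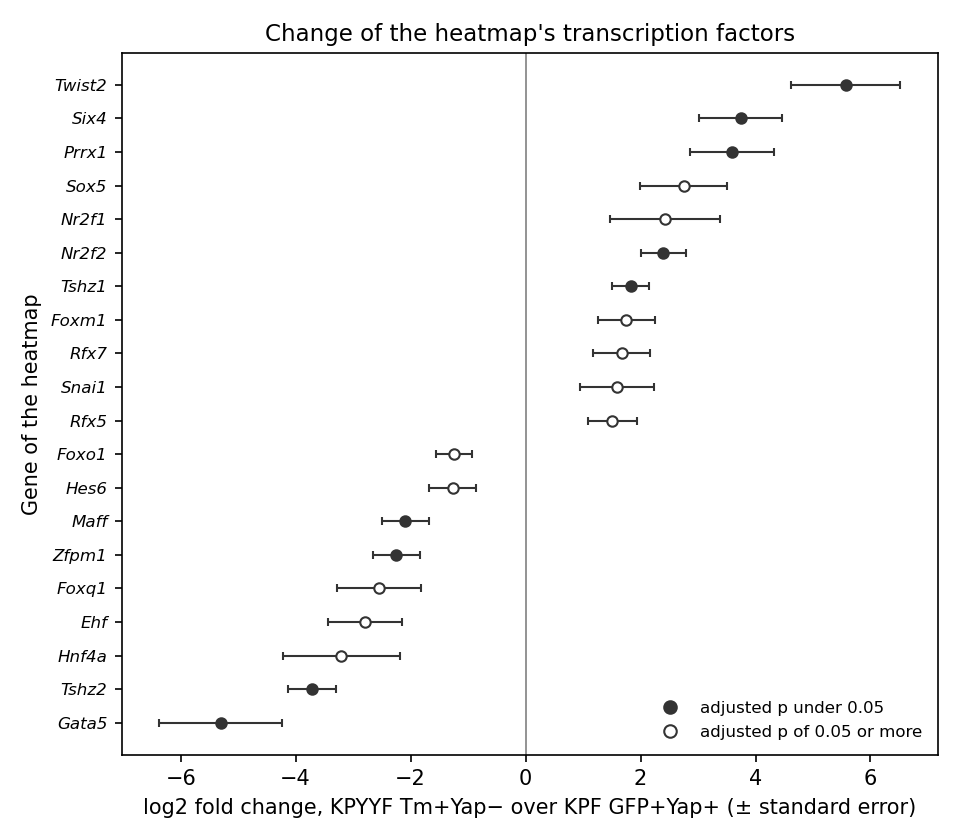
Log2 fold change of each transcription factor of the heatmap in Tm+Yap− over GFP+Yap+ libraries, with its standard error. Filled circles have an adjusted p under 0.05 from edgeR's quasi-likelihood test. The 9 genes drawn as lower lie left of 0 and the 11 drawn as higher lie right of it.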

Despite the apparent negative selection pressure against Yap-deficient PDAC cells, one-third of KPYYF mice developed localized, highly proliferative Tm+Yap− relapse nodules after extended TAM treatment (Fig. 1b, c, Supplementary Fig. 1a-b). Notably, these spontaneously developed Yap-independent nodules were generally poorly differentiated, and tended to be located around the peripheries of PDAC tumors (Fig. 1c, Supplementary Fig. 1b, e). 

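RNA was taken from PDAC cells sorted by FACS from TAM-treated mice, as 6 libraries of GFP+Yap+ cells from KPF mice and 3 libraries of Tm+Yap− cells from KPYYF mice. KPF mice carry the R26 reporter alleles of KPYYF mice without the floxed Yap alleles. Genotype, Yap status and reporter color therefore changed together between the groups. Each library bears a mouse number, and the KPF libraries 4504h and 4504s share one, so they were also summed as an alternative. Xist, the transcript of the inactive X chromosome, had 3452 to 16108 reads in the KPYYF libraries, 5878 to 10933 in KPF libraries 4435, 4504h and 4504s, and 71 to 159 in KPF libraries 4269, 4515 and 4601. The sample descriptions name 3′ end libraries made with the Lexogen QuantSeq Forward kit. The authors deposited the number of reads counted on each Ensembl gene, without normalization and without naming the genome build. Positions are given from GENCODE release M21, on assembly GRCm38. The methods section instead describes hybridization to Illumina expression BeadChips, with a filter on the sum of reads. Between 8264587 and 9635514 reads per KPF library were counted on genes, with a median of 9396124. The KPYYF libraries had 8116539, 8685875 and 8725132 reads on genes (two-sided exact permutation test of these totals, p = 0.0595). Of the 47643 genes in the files, the 14105 with a sum of at least 100 counts over the 9 libraries, the filter stated in the methods, were tested. Counts were normalized by edgeR's TMM method and are given as CPM, counts scaled to an equal library size. The groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. A single value was compared by a two-sided exact permutation test of log2 CPM over the 84 splits of the 9 libraries into 6 and 3, whose smallest possible p is 0.0119. The permutation tests counted 4504h and 4504s as separate libraries and were not repeated with them summed. A count of 0 in a library allows up to 3 counts, equal to 0.292 to 0.437 CPM across the libraries. Reads without molecular identifiers are not independent molecules, so these limits cover counting error only.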

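Yap1 (ENSMUSG00000053110), the gene deleted in KPYYF cells, lies on chromosome 9 from 7931999 to 8004596. It was at 99.3 ± 41.8 CPM (SD, n = 6) in GFP+Yap+ libraries and 3.56 ± 3.27 CPM (SD, n = 3) in Tm+Yap− libraries. The lowest KPF library had 41.8 CPM and the highest KPYYF library had 7.12 CPM. The log2 fold change was -4.79 (standard error 0.72, adjusted p = 0.0159 from edgeR's quasi-likelihood test). Without KPYYF library 4891, the adjusted p was 0.0553. Over all alternatives it ranged from 8.27e-13 to 0.0886. The Yap paralog Wwtr1 (Taz) did not differ, with a log2 fold change of 0.17 (standard error 0.49, adjusted p = 0.913), and its log2 fold change was -0.18 without KPYYF library 4891. In a list of 22 Yap target genes, 18 were lower in Tm+Yap− libraries and the median log2 fold change was -0.93 (camera with a preset correlation of 0.01, adjusted p = 0.00180 over the 10 lists tested). None of the 22 had an adjusted p under 0.05 over all genes tested, 10 had an unadjusted p under 0.05, and 9 passed when adjusted over the list alone.

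At an adjusted p under 0.05, 43 genes were higher and 112 lower in Tm+Yap− than in GFP+Yap+ libraries. By the rule stated in the methods, an unadjusted p under 0.05 and a more than 2-fold change, 592 genes were higher and 1298 lower. The DESeq2 Wald test raised the first counts most, to 269 higher and 928 lower genes, and gave 636 and 1698 by the rule of the methods. On simulated counts with 200 of 13495 genes changed, 34.1% of the genes that DESeq2 called were false, against 2.08% for edgeR. The counts were drawn with edgeR's own estimates of spread, and the share depends on how many genes are changed. It therefore does not give the false share among the calls on the real counts. Without a change, DESeq2 made 11 calls and edgeR 0. With each library left out in turn, the adjusted counts ranged from 6 genes higher without KPF library 4435 to 75 higher without KPYYF library 4449, and from 13 lower without KPYYF library 4938 to 198 lower without KPYYF library 4449.

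In a hand-written list of 19 embryonic stem cell genes, 5 had enough counts to be tested. These were Sox2, Lin28b, Dnmt3b, Dnmt3l and Trim71, and their median log2 fold change was 4.00 (camera, adjusted p = 7.61e-06), or 3.76 with Lin28b at its lower bound. The study chose Sox2 on the same libraries, so the test of this list is not fully independent evidence. Lin28b is also in the oncofetal list below. Without a filter on low counts, the median of this list was 0.92 (adjusted p = 4.52e-04). Lin28b was at least 13.5-fold higher in Tm+Yap− libraries, where it reached 5.90 CPM. Without KPYYF library 4938, the median of the list was 3.14 and its adjusted p 0.108 (6.49e-06 to 0.108 over all alternatives, with camera, fry or an estimated correlation). Pou5f1, Zfp42, Dppa4, Dppa5a, Fgf4, L1td1, Sall4 and Utf1 had no count in any library, which allows up to 3 counts in each. The 51 counts of Nanog all came from KPYYF library 4449, and the 10 of Lin28a and 3 of Tdgf1 all came from KPF libraries. Among 16 oncofetal genes, 13 were higher and 3 lower, with a median log2 fold change of 1.45 (camera, adjusted p = 0.00822). The median of the oncofetal list fell to 1.06 without KPYYF library 4891, with an adjusted p of 0.445 (0.00274 to 0.445 over all alternatives). Of 23 EMT genes, 16 were higher and 7 lower, with a median of 0.27 that did not pass the threshold (camera, adjusted p = 0.0698). The EMT median was -0.04 without KPYYF library 4938. It was 0.62 without KPYYF library 4449, 0.40 without KPF library 4504h and 0.42 without KPF library 4504s, each with an adjusted p under 0.05 (0.0108 to 0.903 over all alternatives). The EMT list also passed with 4504h and 4504s summed (median 0.47, camera, adjusted p = 0.0204) and without a filter on low counts (0.32, adjusted p = 0.0383). The extremes of the EMT list were S100a4, with a log2 fold change of 2.45, and Cdh11, with -2.67 (adjusted p = 0.139 and 0.443 from edgeR's quasi-likelihood test). The 35 Myc target genes had a median log2 fold change of 0.67 (camera, adjusted p = 1.59e-08), with every KPYYF library above every KPF library in their mean log2 CPM (exact permutation test, p = 0.0119). Without KPYYF library 4938, this median was 0.43. No gene of the EMT, oncofetal, embryonic stem cell or Myc target lists had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 4 embryonic stem cell genes and 4 oncofetal genes were higher, but no EMT or Myc target gene passed. At an unadjusted p under 0.05, 14 Myc target genes were higher and none lower, 2 EMT genes were higher and 1 lower, 7 oncofetal genes were higher and 1 lower, and 4 embryonic stem cell genes were higher. Of the lists named here, fry in place of camera called the Yap target, embryonic stem cell and Myc target lists, and camera with an estimated correlation only the embryonic stem cell list (adjusted p = 0.0321).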

RNA-seq of GFP+Yap+ and Tm+Yap− PDAC cells directly isolated from the relapsed nodules of TAM-treated KPF or KPYYF tumors revealed strong upregulation of markers of pediatric cancer, pluripotent/progenitor and embryonic stem cell, and epithelial to mesenchymal transition (EMT) along with Myc target genes in Tm+Yap− PDAC cells relative to GFP+Yap+ PDAC cells (Fig. 1d, Supplementary Fig. 2a, b). Conversely, genes involved in epithelial differentiation and cell–cell junction organization are significantly downregulated in Tm+Yap− PDAC cells compared to GFP+Yap+ PDAC cells (Supplementary Fig. 2b). 

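In a hand-written list of 33 genes of epithelial differentiation and cell–cell junctions, 30 were lower in Tm+Yap− libraries, with a median log2 fold change of -2.11 (camera with a preset correlation of 0.01, adjusted p = 8.86e-10 over 10 lists). Without KPYYF library 4449, the median was -3.50. The call held with fry (adjusted p = 0.0249) but not with an estimated correlation (adjusted p = 0.174). Over all genes tested, 4 genes of the list had an adjusted p under 0.05, and 13 did when adjusted over the list alone. These 4 were Cdh1, Krt18, Dsp and Muc1, named after their values were seen. Cdh1 (ENSMUSG00000000303), which encodes E-cadherin and lies on chromosome 8 from 106603351 to 106670246, was at 333 to 2105 CPM in GFP+Yap+ libraries and 94.0 to 245 CPM in Tm+Yap− libraries. Its log2 fold change was -2.92 (standard error 0.55, adjusted p = 0.0351 from edgeR's quasi-likelihood test), and the groups did not overlap (exact permutation test, p = 0.0119). The adjusted p of Cdh1 was between 0.0554 and 0.114 without KPF library 4269, 4435 or 4504s or without KPYYF library 4891 or 4938 (4.59e-07 to 0.126 over all alternatives). Krt18, Dsp and Muc1 had log2 fold changes of -2.49, -3.02 and -4.11 (adjusted p = 0.0141, 0.0357 and 0.0422). They passed the adjustment in 7, 4 and 2 of the 9 fits that each left out one library, and none of them without KPYYF library 4891 or 4938. Grhl2 was at least 11.9-fold lower in Tm+Yap− libraries (adjusted p = 0.119). The paper reports its own gene sets and the TFs of the same libraries (Fig. 1d, e, Supplementary Fig. 2a, b) under a heading that ascribes embryonic progenitor features to the relapsed lesions. Those gene sets were not available, and the lists tested here were written by hand.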

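The transcription factor genes Sox2, Sox5, Twist2, Six4, Nr2f1, Nr2f2 and Prrx1 were all higher in Tm+Yap− than in GFP+Yap+ libraries, with a median log2 fold change of 3.59 (camera with a preset correlation of 0.01, adjusted p = 1.75e-08 over 10 lists). This call held with fry (adjusted p = 0.00500), and with an estimated correlation the adjusted p was 0.0582. The mean log2 CPM of the 7 genes was higher in each of the 3 KPYYF libraries than in any of the 6 KPF libraries (exact permutation test, p = 0.0119). The study chose these 7 genes on the same libraries, so none of these tests of the list is independent evidence. Within the 6 libraries with at least 3452 Xist reads, a comparison chosen after the values were seen, the median was 3.07. Over all genes tested, Twist2, Six4, Nr2f2 and Prrx1, 4 of the 7, had an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusted over the list alone, all 7 did, with the same limit. With KPF libraries 4504h and 4504s summed, Prrx1 no longer passed over all genes tested, which left 3 of the 7. Without KPF library 4435, KPYYF library 4891 or KPYYF library 4938, none of the 7 had an adjusted p under 0.05 over all genes tested, while 7, 6 and 6 had an unadjusted p under 0.05 and a more than 2-fold change. Six4 also failed without KPF library 4269, KPF library 4504s or KPYYF library 4449, and Twist2 without KPF library 4504s or without a filter on low counts (adjusted p = 7.57e-05 to 0.0970 and 1.24e-08 to 0.0777 over all alternatives).

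Twist2 (ENSMUSG00000007805), on chromosome 1 from 91801461 to 91848028, was at 2.86 ± 3.34 CPM (SD, n = 6) in GFP+Yap+ and 137 ± 37.9 CPM (SD, n = 3) in Tm+Yap− libraries, a log2 fold change of 5.57 (standard error 0.95, adjusted p = 0.0277). Six4 (ENSMUSG00000034460) was at 2.65 ± 1.96 and 35.7 ± 10.7 CPM, a log2 fold change of 3.74 (standard error 0.73, adjusted p = 0.0351). Neither gene exceeded 8.28 CPM in a KPF library. Prrx1 (ENSMUSG00000026586) and Nr2f2 (ENSMUSG00000030551) were counted in every KPF library. Prrx1 was at 28.3 ± 20.4 CPM in KPF and 341 ± 235 CPM in KPYYF libraries, and Nr2f2 at 34.8 ± 15.9 and 183 ± 89.2 CPM. Their log2 fold changes were 3.59 (standard error 0.72, adjusted p = 0.0454) and 2.39 (standard error 0.39, adjusted p = 0.0176). Prrx1 kept an adjusted p under 0.05 in only 1 of the 9 fits that each left out one library, the one without KPYYF library 4449. Sox5 (ENSMUSG00000041540) had a log2 fold change of 2.75 that did not pass the adjustment (standard error 0.76, adjusted p = 0.102), although each KPYYF library had more than any KPF library. Nr2f1 (ENSMUSG00000069171) overlapped between the groups, at 4.10 to 126 CPM in KPF libraries and 79.3 to 519 CPM in KPYYF libraries (log2 fold change 2.43, standard error 0.96, adjusted p = 0.251). Sox2 (ENSMUSG00000074637), on chromosome 3 from 34650405 to 34652461, differed between the KPYYF libraries, with 0.119 CPM in 4449, 41.1 CPM in 4891 and 112 CPM in 4938, against at most 5.24 CPM in a KPF library. Its log2 fold change of 4.62 (standard error 1.46) had an adjusted p of 0.161, and an exact permutation test of its log2 CPM gave p = 0.155. Without KPYYF library 4449, the adjusted p of Sox2 was 0.0524 (0.0524 to 0.401 over all alternatives).

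**Figure D2:**
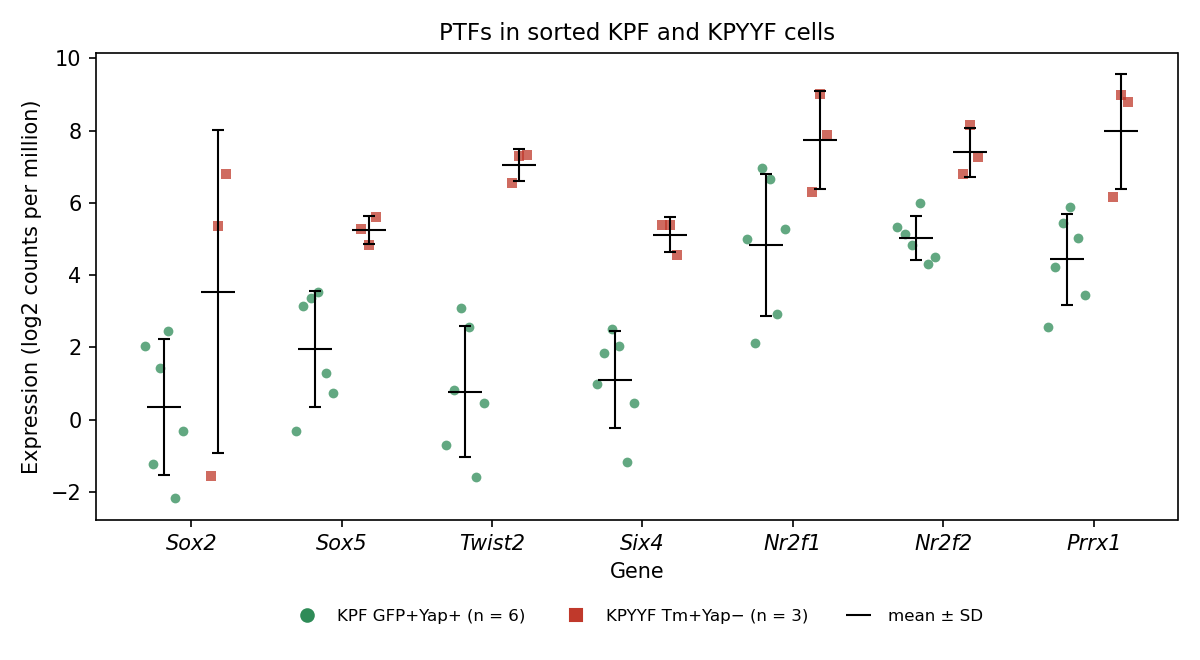
Expression of the 7 genes in each sorted library, in log2 CPM with a prior count of 2. Circles are the 6 KPF GFP+Yap+ libraries, squares the 3 KPYYF Tm+Yap− libraries, and bars the mean ± SD of each group. Sox2 and Nr2f1 are the 2 genes whose groups overlap.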

Focused analysis of differentially expressed TFs showed that TFs associated with pluripotency and/or progenitor features (PTFs), including *Sox2*, *Sox5*, *Twist2*, *Six4*, *Nr2f1*, *Nr2f2*, and *Prrx1*^33–36^, are highly expressed in Tm+Yap− PDAC cells but barely detectable in GFP+Yap+ cells (Fig. 1e–g). In contrast, the levels of epithelial lineage TFs such as *Foxq1*, *Foxa2*, *Hnf4a, Ehf*, and *Gata4* were significantly downregulated in Tm+Yap− relative to GFP+Yap+ cells (Fig. 1e–g, Supplementary Fig. 1e).

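All 5 epithelial lineage TFs were lower in Tm+Yap− libraries, with a median log2 fold change of -3.21 (camera with a preset correlation of 0.01, adjusted p = 1.49e-06 over 10 lists). The call held with fry (adjusted p = 8.44e-04) and with an estimated correlation (adjusted p = 0.0496). Within the 6 libraries with at least 3452 Xist reads, chosen after the values were seen, the median was -2.70. The study chose these 5 genes on the same libraries, so these tests are not independent evidence. For each gene, every KPYYF library was below every KPF library (exact permutation test, p = 0.0119 for each). Over all genes tested, Foxa2 alone passed the adjustment, and all 5 passed when adjusted over the list alone. Foxa2 (ENSMUSG00000037025), on chromosome 2 from 148042877 to 148046969, was at 87.9 ± 54.8 CPM (SD, n = 6) in GFP+Yap+ and 5.58 ± 1.37 CPM (SD, n = 3) in Tm+Yap− libraries, a log2 fold change of -3.97 (standard error 0.60, adjusted p = 0.0141 from edgeR's quasi-likelihood test). The adjusted p of Foxa2 was 0.0553 without KPYYF library 4891 and 0.0604 without KPYYF library 4938 (1.69e-10 to 0.106 over all alternatives). Foxq1 and Ehf were highest among the KPYYF libraries in 4449, at 97.1 and 21.7 CPM, and at most 15.9 and 3.94 CPM in the other two. Their log2 fold changes of -2.54 (standard error 0.73, adjusted p = 0.123) and -2.80 (standard error 0.64, adjusted p = 0.0577) became -4.32 and -4.25 without that library, with adjusted p of 0.00595 and 0.00787 (0.00118 to 0.308 and 1.89e-04 to 0.212 over all alternatives). Hnf4a had a log2 fold change of -3.21 (standard error 1.02, adjusted p = 0.156). Gata4 was at 3.68 to 24.0 CPM in KPF libraries, without a count in 2 of the 3 KPYYF libraries and at 2.74 CPM in library 4938. Its log2 fold change was -3.26 (standard error 1.51, adjusted p = 0.310), and without library 4938 no KPYYF count remained. With the DESeq2 Wald test, Foxq1, Foxa2, Hnf4a and Ehf had an adjusted p under 0.05, and with limma-voom Foxq1 alone did.

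**Figure D3:**
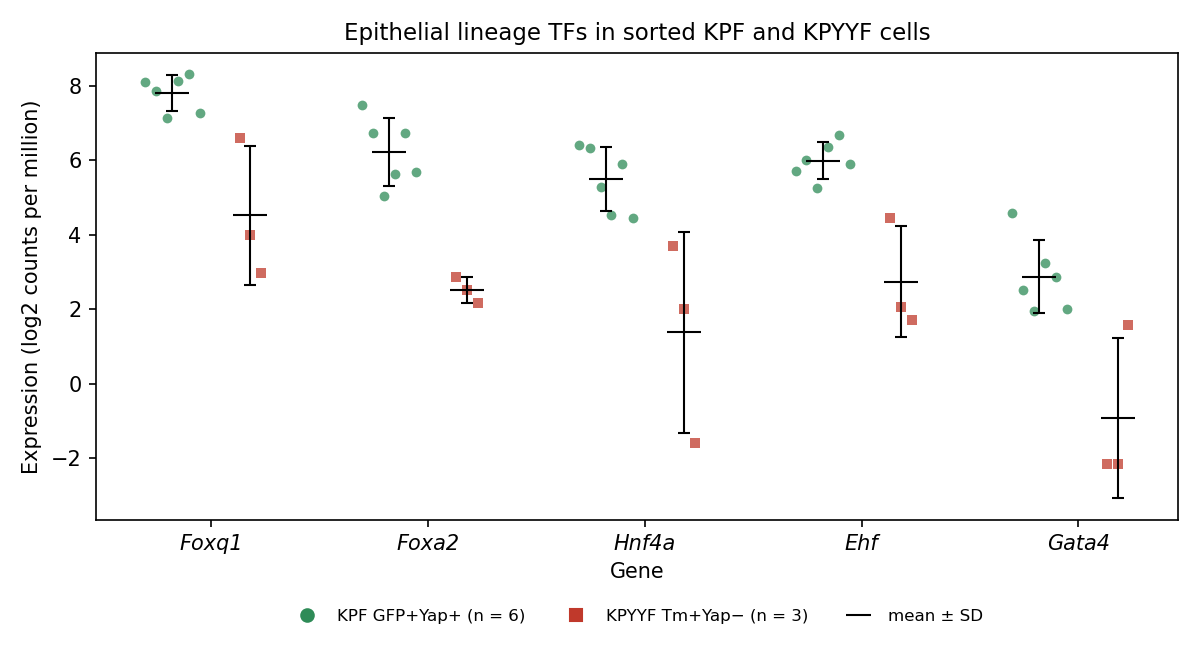
Expression of the 5 epithelial lineage TFs in each sorted library, in log2 CPM with a prior count of 2. Circles are the 6 KPF GFP+Yap+ libraries, squares the 3 KPYYF Tm+Yap− libraries, and bars the mean ± SD of each group. For each gene, every square lies below every circle.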

Western blot (WB) analysis confirmed the upregulation of a subset of PTFs in YAP CRISPR knockout (KO) clones derived from human PDAC cell line Panc-1 (Supplementary Fig. 2c), indicating that expression of PTFs may also render human PDAC cells resistant to Yap loss. Finally, analysis of the publicly available TCGA and CPTAC human PDAC tumor RNAseq data^37,38^ revealed that human PDAC patients with tumors expressing high levels of PTFs and other genes upregulated in the relapsed nodules of TAM-treated KPYYF mice exhibited significantly worse overall survival compared to those expressing low levels of relapse-associated genes (Fig. 1d, Supplementary Fig. 2d). These results suggest that the same set of genes that allow murine PDAC tumors to adapt to Yap inactivation might also confer general therapeutic resistance in human PDAC patients.

### Advanced Yap-expressing murine and human PDAC tumors spontaneously develop “progenitor” niches that express PTFs

Our analysis revealed that upon TAM treatment about 1/3 of KPYYF tumors developed highly proliferative Tm+Yap− relapsed nodules hint to the existence of rare subpopulations of PDAC cells with a heightened ability to adapt to Yap loss. Indeed, IHC analysis of a large cohort of Yap+ KPF tumors revealed that while Sox2 and other PTFs were completely absent in low-grade tumor regions, a subset of intermediate-grade and 100% of high-grade KPC tumor regions contained clusters of malignant cells expressing Sox2 and other PTFs near some necrotic regions or invasive fronts (Fig. 2a, b, Supplementary Fig. 3a). 

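In the sorted cells, Myc (ENSMUSG00000022346), on chromosome 15 from 61985391 to 61990374, was at 16.4 ± 6.75 CPM (SD, n = 6) in GFP+Yap+ libraries and 58.7 ± 26.4 CPM (SD, n = 3) in Tm+Yap− libraries. Each KPYYF library had more Myc than any KPF library (exact permutation test, p = 0.0119). The log2 fold change was 1.84 (standard error 0.44) and did not pass the adjustment over all genes tested (adjusted p = 0.0631 from edgeR's quasi-likelihood test). Its adjusted p ranged from 0.00555 to 0.239 over all alternatives, with the lowest value from the DESeq2 Wald test. Pvt1 (ENSMUSG00000097039), the annotated gene next to Myc, on chromosome 15 from 62037986 to 62378096, was singled out after its values were seen. It rose from 15.4 ± 11.1 CPM (SD, n = 6) to 193 ± 78.8 CPM (SD, n = 3), a log2 fold change of 3.64 (standard error 0.53, adjusted p = 0.0141). No other gene within 1 Mb of Myc had enough counts to be tested, so a gain of DNA limited to Myc and Pvt1 was not measurable. Of the 35 Myc target genes, 34 were higher in Tm+Yap− libraries, and 7 of them by more than 2-fold at an unadjusted p under 0.05. The largest rise among them was that of Tmem97, a log2 fold change of 1.35 (adjusted p = 0.195), and Imp4 was the gene that fell, with -0.16 (adjusted p = 0.899). Imp4 had a log2 fold change of 0.16 without KPYYF library 4449 and 0.04 without KPF library 4601. In a list of 32 cell cycle genes, 31 were higher, with a median log2 fold change of 1.32 (camera with a preset correlation of 0.01, adjusted p = 4.27e-14 over 10 lists, and 0.0679 with an estimated correlation). The call held with fry (adjusted p = 0.00804). Within the 6 libraries with at least 3452 Xist reads, chosen after the values were seen, the median was 0.95. Among KPF libraries, those with many Xist reads were higher than the others by 0.95 in the mean log2 CPM of the list. A part of the difference may therefore follow the sex of the mice. None of the 32 passed the adjustment over all genes tested, 20 had an unadjusted p under 0.05, and 19 passed when adjusted over the list alone. Mki67 was at 17.5 to 44.4 CPM in KPF libraries and 53.9 to 73.7 CPM in KPYYF libraries, a log2 fold change of 0.95 (standard error 0.35, adjusted p = 0.201).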

Notably, Yap-independent relapsed lesions frequently arose from similar locations in KPYYF tumors after TAM treatment and tend to express high levels of nuclear Myc and Myc target genes (Figs. 1c, 2b, Supplementary Figs. 1e, 2b), suggesting that these pre-existing PTF-expressing niches, inherently resistant to stress due to their heightened plasticity, may expand in response to Yap ablation by activating Myc.

**Fig. 2:**
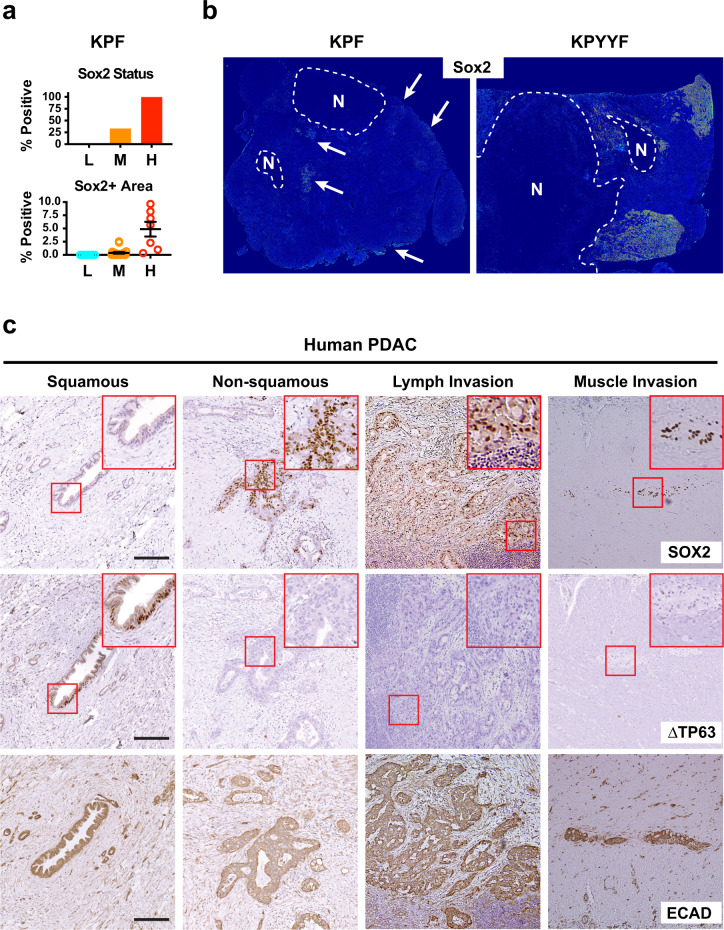
Advanced Yap-expressing murine and human PDAC tumors spontaneously develop “progenitor” niches that express PTFs. **a** Quantification of Sox2+ tumors (top) and Sox2+ tumor areas (bottom) in low (L, *n* = 7), intermediate (M, *n* = 21), and high (H, *n* = 7) grade primary PDAC tumors from KPF mice. Data are presented as mean value ± SEM. **b** Representative heatmaps from Sox2 IHC of TAM-treated KPF (*n* = 20) and KPYYF (*n* = 7) tumors. Arrows indicate isolated pockets of Sox2+ tumor cells in KPF tumors. Dashed lines demarcate necrotic regions (N). **c** Matched IHC images of indicated proteins at representative regions of primary human PDAC. Experiments were performed on five different hPDAC samples. Scale bars indicate 50 µm. Source data are provided within a Source Data file.

To determine whether human PDAC tumors could also spontaneously acquire PTF expression, we stained five surgically resected stage-3 PDAC tumors. In 3 of the 5 tumors, we detected small pockets of PDAC cells expressing SOX2, SOX5, and/or NR2F1 at various locations of the PDAC tumors (Fig. 2c, Supplementary Fig. 3b). While PTF+ murine or human PDAC cells exhibited similar levels YAP expression compared to adjacent PTF− cells, they were mostly negative for the squamous cell marker, deltaNp63^39,40^ (Fig. 2c, Supplementary Fig. 3d), implying that spontaneous activation of PTFs, likely uncoupled from YAP expression and squamous trans-differentiation, occur in both human and mouse PDAC cells during tumor progression.

### Acquisition of PTF expression is associated with EMT and resistance to Yap ablation

To further interrogate the relationship between Yap dependency and PTF expression, we established cultures from 19 KPF and KPYYF primary PDAC tumors that were either untreated or failed to exhibit robust recombination after exposure to TAM (Fig. 3a). Immunofluorescence (IF), IHC and WB analysis showed that the primary PDAC cultures largely retained the differentiation status of the original PDAC tumors, and could be divided into three main groups based on the expression and subcellular localization patterns of Ecad and classic mesenchymal TFs Zeb1 and Slug: (1) the epithelial (EP) type defined by high membrane Ecad and lack of expression in mesenchymal TFs Zeb1 and Slug, (2) the intermediate (Int) type characterized by low and mostly cytoplasmic Ecad and sporadic Zeb1/Slug expression, and (3) the mesenchymal (MS) type expressing Zeb1 and Slug but not Ecad (Supplementary Figs. 4, 5a). In parallel, we measured the expression of Yap, Sox2, Sox5, Twist2, Nr2f1, and Nr2f2 by WB, and assigned each primary PDAC line with a PTF score according to the numbers of highly expressed PTFs (Supplementary Fig. 5a). Consistent with our in vivo observations, while PTF scores were not linked to Yap expression levels, they were strongly correlated with the differentiation statuses, with all 5 MS lines exhibiting PTF scores of 4 or 5 and all 8 EP lines exhibiting PTF scores of 0 or 1 (Supplementary Figs. 4, 5a).

**Fig. 3:**
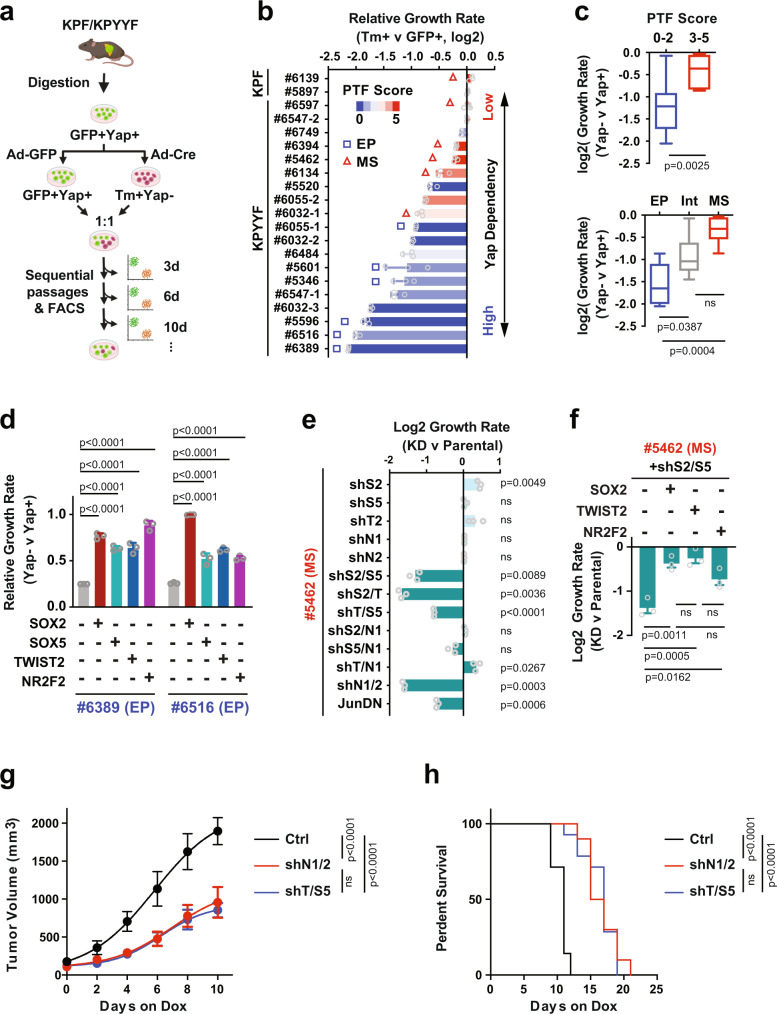
PTF expression is coupled with EMT and resistance to Yap ablation. **a** Illustration of the experimental design of ex vivo studies. Primary GFP+Yap+ PDAC lines isolated from KPF and KPYYF mice were infected with Ad-Cre or Ad-GFP. Equal numbers of GFP+Yap+ and Tm+Yap− PDAC cells were mixed for sequential passaging and FACS analysis every 3–4 days. Created with BioRender.com. **b** Log2 relative growth rate of Tm+ cells relative to GFP+ cells within the same co-cultures (*n* = 3 independent experiments). The PTF scores are indicated by color scales. PDAC cells classified as epithelial (EP) or mesenchymal (MS) differentiation based on Ecad expression and localization are marked by rectangles (EP) and triangles (MS), respectively. **c** Log2 relative growth rates of Tm+Yap− relative to GFP+Yap+ cells of KPYYF lines grouped by PTF scores or differentiation status. Top panel: *n* = 12 and 7 independent cell lines for the Low (0–2) and High (3–5) PTF groups, respectively. Centre at the median, box bounds 25th and 75th percentiles, whiskers minima and maxima. Unpaired, two-tailed, Student’s *t*-test. Bottom panel: *n* = 6, 7, and 6 independent cell lines from the EP, Intermediate (Int), and MS groups, respectively. One-way ANOVA with Tukey’s multiple comparisons. **d** Relative growth rates (Tm+Yap− versus GFP+Yap+) in two EP PDAC lines (#6516, #6389) expressing a single indicated exogenous PTF relative to the respective parental controls. *n* = 3. One-way ANOVA with Tukey’s multiple comparisons. **e** Log2 relative growth rate of the indicated single or double PTF-KD relative to parental PDAC cells derived from an MS tumor #5462 (*n* = 3 independent experiments). Unpaired, two-tailed, Student’s *t*-test. **f** Log2 relative growth rate of Sox2/Sox5 double KD #5462 cells with or without expressing indicated exogenous PTF relative to parental control (*n* = 3 independent experiments). One-way ANOVA with Tukey’s multiple comparisons. **g** Changes in tumor volumes of subcutaneous tumors derived from #5462 cells carrying Dox-inducible shNr2f1/Nr2f2 (shN1/N2; *n* = 10 mice), shTwist2/Sox5 (shT/S5; *n* = 15 mice), or vector control (Ctrl; *n* = 7 mice) after indicated days of Dox treatment. Two-way ANOVA test with multiple comparisons. **h** Kaplan–Meier survival curve of mice carrying Ctrl (*n* = 7), shN1/N2 (*n* = 10), and shTwist2/Sox5 (*n* = 15). Mantel–Cox Long Rank test. Data are presented as mean value ± SEM. Source data are provided within a Source Data file.

To assess how differentiation status and PTF scores influence the dependency of PDAC cells on Yap, we devised a quantitative Yap-dependency assay by infecting each primary PDAC line separately with Ad-GFP and Ad-Cre, followed by mixing equal ratios of Ad-GFP-treated GFP+ and Ad-Cre-treated Tm+ PDAC cells and performing sequential flow cytometry (FC) analysis to compare their relative proliferation rates within the same cultures (Fig. 3a, Supplementary Fig. 5a, b). As expected, there was no difference in proliferation between GFP+ and Tm+ populations derived from KPF cells, given that Yap expression was not affected by Cre treatment (Fig. 3b, Supplementary Fig. 5a). In contrast, the changes in the ratios of Tm+Yap− and GFP+Yap+ cells over time varied dramatically among the different KPYYF lines (Fig. 3b, Supplementary Fig. 5b). Overall, we found that EP lines with low PTF scores exhibited significantly higher dependency on Yap compared to intermediate and MS lines with high PTF scores, which was validated by 2D and 3D colony formation assays of representative EP and MS lines (Fig. 3b, c, Supplementary Fig. 5a–c). Similarly, according to the DepMap CRISPR screen^41^, human PDAC lines with high PTF scores exhibited significantly lower dependency on YAP compared to those with low PTF scores (Supplementary Fig. 5d). Interestingly, PTF-high and low human PDAC cells did not show differential dependency on YAP paralogue TAZ (Supplementary Fig. 5d). Among the primary murine PDAC cells, Taz expression levels were highly variable, and did not correlate with Yap dependency, differentiation status or PTF scores (Supplementary Fig. 5a).

Together, these results support the notion that spontaneous acquisition of PTF expression during the natural course of PDAC tumor evolution, unrelated to Yap or Taz expression, could potentially enable a subset of PDAC tumor cells to overcome their addiction to Yap.

### Expression of individual PTFs is sufficient to overcome Yap dependency

To directly test how the expression of individual PTFs affects the dependency of PDAC cells on Yap, we stably expressed SOX2, SOX5, TWIST2, or NR2F2 in #6389 and #6516—two of the primary PDAC lines with low PTF scores and high Yap dependency (Fig. 3b, Supplementary Fig. 5a–c, e). These PTF-reconstituted lines alongside their parental controls were treated with Ad-Cre or Ad-GFP, and subjected to Yap-dependency assay as outlined in Fig. 3a. While the ratios of Tm+Yap− relative to GFP+Yap+ cells derived from parental cells rapidly decreased, they remained largely steady or slightly decreased over time in PTF-reconstituted cells (Fig. 3d). These results indicate that exogenous expression of a single PTF is sufficient to overwrite, at least partially, the dependency of PDAC cells on Yap.

### PTF expression is required for maintaining the growth of Yap-independent PDAC cells in vitro and in vivo

Next, we examined the roles of PTFs in maintaining the proliferation of PDAC cells with high PTF scores and low Yap dependency. To this end, we introduced Dox-inducible, fluorescently labeled shRNAs targeting a single or a pair of the PTFs into #5462 cells, a primary PDAC line that exhibited high expression of all five PTFs associated with Yap independency (Fig. 3b, c, Supplementary Fig. 5a). Sequential FC analysis of co-cultures of parental and knockdown (KD) #5462 cells in the presence of Dox showed that while KD of a single PTF had no effect on cell proliferation, certain combinational KD of two different PTFs significantly reduced the proliferation of #5462 cells (Fig. 3e), which could be rescued by overexpressing a single PTF (Fig. 3f). Finally, we confirmed that KD of two different PTFs also significantly inhibited tumor growth rate and prolonged survival in vivo (Fig. 3g, h). Together, these results indicate that PTFs function in a partially overlapping fashion to maintain the growth of Yap-independent PDAC tumor cells in vitro and in vivo.

### Acquisition of PTF expression and Yap independency is associated with global epigenetic reprogramming

Based on our observations that PTF-expressing cells tended to first emerge near necrotic regions or invasive edges of the advanced murine and human PDAC tumors (Fig. 2, Supplementary Fig. 3a, b), we hypothesized that epigenetic reprogramming induced by p53 inactivation and stresses within the TME may cause the spontaneous re-activation of PTFs in subpopulations of PDAC cells. To test this hypothesis, we subjected PTF-low #6389 and #6516 cells to 2 weeks of treatment with inhibitors targeting epigenetic enzymes involved in gene silencing (DNMT1 inhibitor 5’-Aza or EZH2 inhibitor DZNep), nutrient deprivations, or hypoxia-mimetic agent CoCl_2_, and performed IF analysis on Sox2, Sox5, and Twist2. While the effects were highly variable, the majority of stress conditions tested induced various degrees of activation of at least one of the three PTFs in either or both of the cell lines (Supplementary Fig. 6). Importantly, 2 weeks of exposure to 5’-Aza and/or DZNep also induced robust activation of Sox2, Sox5 and/or Twist2 treatments under full nutrient conditions (Supplementary Fig. 6), confirming the involvement of epigenetic reprogramming in activating PTFs.

To further assess how PTF expression may affect the global epigenetic landscape and Yap chromatin binding, we performed H3K27ac, Brd4, and Yap Cut&Tag with all 19 primary PDAC lines. Unsupervised clustering and principal component analysis (PCA) revealed that the overall signal profiles of H3K27ac and Brd4, which mark active enhancers and promoters, clearly segregated mesenchymal PDAC cells with high PTF and low Yap dependency scores from epithelial or intermediate PDAC cells with low PTF and high Yap dependency scores (Fig. 4a, Supplementary Fig. 7a). In contrast, overall Yap binding performed much worse in distinguishing the different types of PDAC cells (Fig. 4a, Supplementary Fig. 7a).

**Fig. 4:**
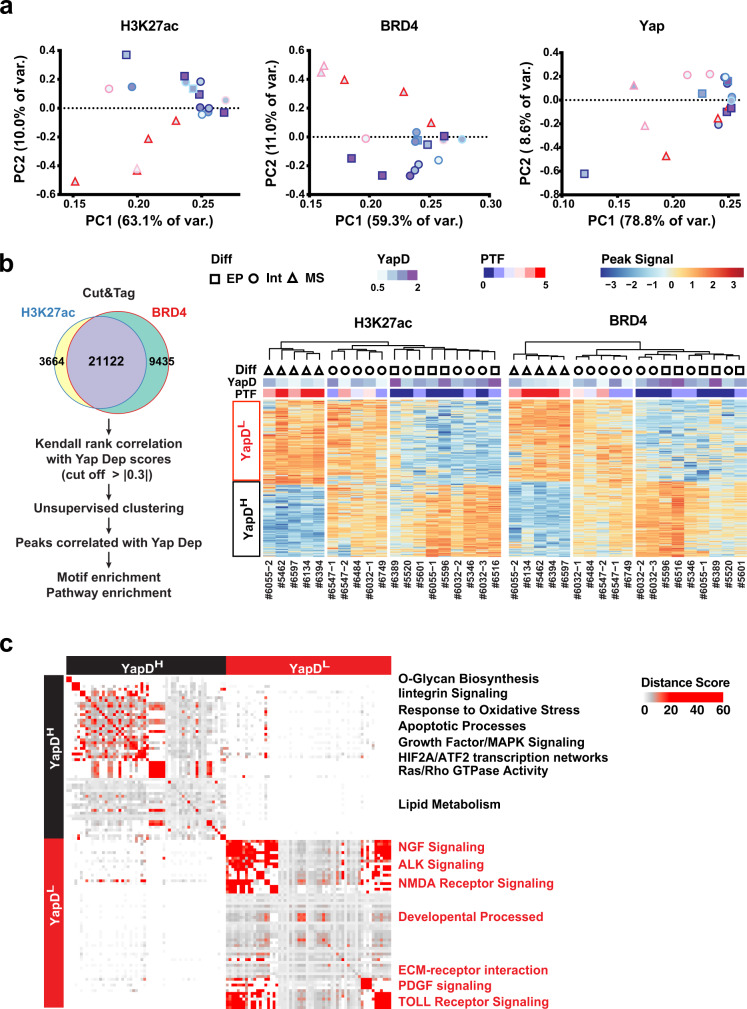
Acquisition of PTF expression and Yap independency is associated with global epigenetic reprogramming. **a** PCA plot segregating all 19 primary murine PDAC lines according to the global H3K27ac, BRD4, and Yap Cut&Tag signal profiles. The differentiation statuses (Diff) of PDAC lines are represented by shapes (EP: square; Int: circle; MS: triangle). The relative Yap dependency (YapD) scores are indicated by colors filling the shapes. The PTF scores are marked by the line colors of the shapes. **b** Analysis workflow (left) and heatmap depicting unsupervised clustering (right) of all 19 primary PDAC lines according to the signals from overlapping H3K27ac and BRD4 Cut&Tag peaks whose cross-sample signal rank variations significantly (|corr| > 0.3) correlate with high (YapD^H^) or low (YapD^L^) Yap dependency based on Kendall rank correlation. The differentiation statuses, Yap dependency, and PTF scores are depicted by the same schemes as (**a**). **c** Heatm**a**p representing the distance scores of significantly enriched pathways or biological processes mapped to YapD^H^ or YapD^L^ peaks from **b** as determined by GREAT GeneSetCluster analysis. Source data are provided within a Source Data file.

To identify genomic loci associated with changes in Yap dependency, we performed Kendall correlations of Yap dependency scores across all 19 PDAC lines against the corresponding H3K27ac and Brd4 signals at each of the cis-regulatory elements (CREs) and transcription start sites (TSSs) that are active in at least 3 PDAC lines as indicated by their positivity for both H3K27ac and Brd4 (Fig. 4b). As expected, Rank-Rank Hypergeometric Overlap (RRHO) analysis^42^ showed strong concordance between H3K27ac and Brd4 in their correlation co-efficiencies against Yap dependency scores (Supplementary Fig. 7b). Using a cutoff of ±0.3, we identified 264 and 276 sites whose H3K27ac and Brd4 signals correspond to high and low Yap dependencies, respectively (Fig. 4b). Unsupervised clustering of either H3K27ac or Brd4 signals at these 540 sites segregated the 19 PDAC lines into three major groups, with cluster 1 containing mesenchymal, PTF-high and Yap-independent PDAC cells, cluster 2 containing PDAC cells with intermediate differentiation, PTF and Yap dependency statuses, and cluster 3 containing epithelial PDAC cells with low PTF expression and high Yap dependency (Fig. 4b). To test whether acquisition of Yap independency is associated with loss of Yap binding, we assessed Yap binding at the 540 CREs and TSSs whose activities associated with high or low Yap dependencies. Unexpectedly, we found that 73% of the CREs and TSSs associated with reduced Yap dependency were bound by Yap in at least three PDAC lines, compared to 59% of the regions associated with high Yap dependency (Supplementary Fig. 7c). Unsupervised clustering of Yap signals at these sites further revealed that variations in Yap binding strengths across PDAC cell lines largely tracked those of Brd4 and H3K27ac (Fig. 4b, Supplementary Fig. 7d), suggesting global epigenetic reprogramming associated with PTF expression and EMT rather than a loss in Yap binding is likely responsible for reducing the dependency of PDAC cells on Yap.

Squamous (also known as basal) trans-differentiation has been linked to worse outcomes in human PDAC patients^43–45^. Using Brd4 signals at TSSs as surrogates for gene expression, we performed unsupervised clustering of the 19 murine PDAC lines against a PDAC squamous signature defined by Somerville et al.^46^, which segregated the 19 primary murine PDAC lines into a squamous-high and a squamous-low groups (Supplementary Fig. 7e). Consistent with the observations from IHC analysis of human PDAC tumors (Fig. 2c, Supplementary Fig. 3d), the squamous-high group was not enriched with PDAC cells with high PTF and low Yap dependency scores (Supplementary Fig. 7e). The PDAC squamous signature also failed to separate human PDAC cells with high Yap dependency from those with low Yap dependency (Supplementary Fig. 7f), further confirming that acquisition of PTF expression and Yap independency is likely to independent of squamous differentiation.

Using Genomic Regions Enrichment of Annotations Tool (GREAT)^47^, we identified the genes located in the vicinity of the 540 enhancers and promoters linked to Yap dependency. Gene Ontology (GO) enrichment analysis indicated that genes involved in O-glycan biosynthesis, integrin signaling, response to oxidative stress, apoptotic processes, growth factor/MAPK signaling, HIF2A/ATF2 transcription networks, Ras/Rho GTPase activity, and lipid metabolism are significantly over-represented in genomic regions highly active in Yap dependent PDAC cells, whereas genomic regions specifically activated in Yap-independent PDAC cells are enriched for genes associated to NGF signaling, ALK signaling, NMDA receptor signaling, developmental processed, ECM–receptor interaction, PDGF signaling, and TOLL receptor signaling (Fig. 4c).

### PTFs and Jun co-occupy active enhancers and promoters associated with Yap independency

Differential Hypergeometric Optimization of Motif EnRichment (HOMER) analysis^48^ revealed that the homeo domain (HD) and nuclear receptor (NR) motifs recognized by the master epithelial lineage TFs HNF1b and HNF4a^49–51^, respectively, are preferentially enriched at the enhancers and promoters associated with Yap dependency (Supplementary Fig. 8a). In contrast, motifs recognized by the AP-1 (bZIP), Twist (bHLH), Smad (MAD) and Sox (HMG) family of TFs are significantly more prevalent at the enhancers and promoters associated with Yap independency (Supplementary Fig. 8a). Expression of a dominant-negative Jun mutant (JunDN), which blocks all members of the AP-1 family of TFs, significantly reduced the proliferation of primary PDAC cells in Yap-independent #5462 cells as well as Yap-dependent #6389 and #6516 cells (Fig. 3e, Supplementary Fig. 8b).

To determine how PTFs may cooperate with AP-1 TFs in directing epigenetic reprogramming in PDAC cells, we performed Sox2, Sox5, Twist2, and Jun Cut&Tag in Yap-independent #5462 cells that express high levels of PTFs and Jun, and additionally in #6547-1 cell with intermediate Yap dependency and expressing lower levels of PTFs and Jun. Confirming the specificity of the antibodies used, all four TFs exhibited marked higher overall chromatin-binding in #5462 cells relative to #6547-1 cells in accordance with their relative expression levels (Supplementary Fig. 8c), and specific enrichment of read densities around their respective canonical motif sites (Fig. 5b, Supplementary Table 2). Next, we investigated the extent of overlaps among the TFs, and the statuses of H3K4me3, H3K27ac, and BRD4 at each site bound by one or more of the four TFs in #5462 cells. Based on the well-established role of H3K4me3 in demarcating TSSs, we divided the combined 57,873 unique genomic sites recognized by at least one of the antibodies into H3K4me3^+^ TSS and H3K4me3^−^ cis-regulatory elements, CRE (Fig. 5a, c). Out of the total 17,552 TSS peaks and 40,321 CRE peaks, 7714 (44%) TSS and 9587 (24%) CRE sites were positive for both H3K27ac and BRD4 and therefore most likely involved in active transcription (Fig. 5a). Remarkably, among the active TSS and CRE sites, 45–26% and 42–26% were co-occupied by all four or three of the TFs analyzed, respectively (Fig. 5a, c, Supplementary Fig. 8d). In contrast, only 2–6% inactive TSS and 3–8% inactive CRE sites were bound by at least three TFs, whereas >90% of unique Jun, Sox2, Sox5, or Twist2 peaks coincided with inactive CRE sites (Fig. 5a, c, Supplementary Fig. 8d). The active TSS and CRE sites bound by at least three of the TFs analyzed encompassed 76% of the genomic loci associated with low Yap dependency, whereas 79% of the genomic loci associated with high Yap dependency were bound by none of the four TFs in #5462 cells (Fig. 5d, e). CREs occupied by all four TFs were strongly enriched at SE regions, representing nearly 40% of all CREs located within SE regions (Supplementary Fig. 8e). Finally, among the 5272 Yap peaks detected in #5462 cells, 4858 (92%) were co-bound by at least one of the Jun/PTFs, with 3201 (61%) bound by all four TFs (Fig. 5g). These Cut&Tag data along with the functional studies from above strongly suggest that PTFs and Jun function cooperatively to maintain activate transcription and reduce the dependency of PDAC cells on Yap to maintain transcriptional homeostasis.

**Fig. 5:**
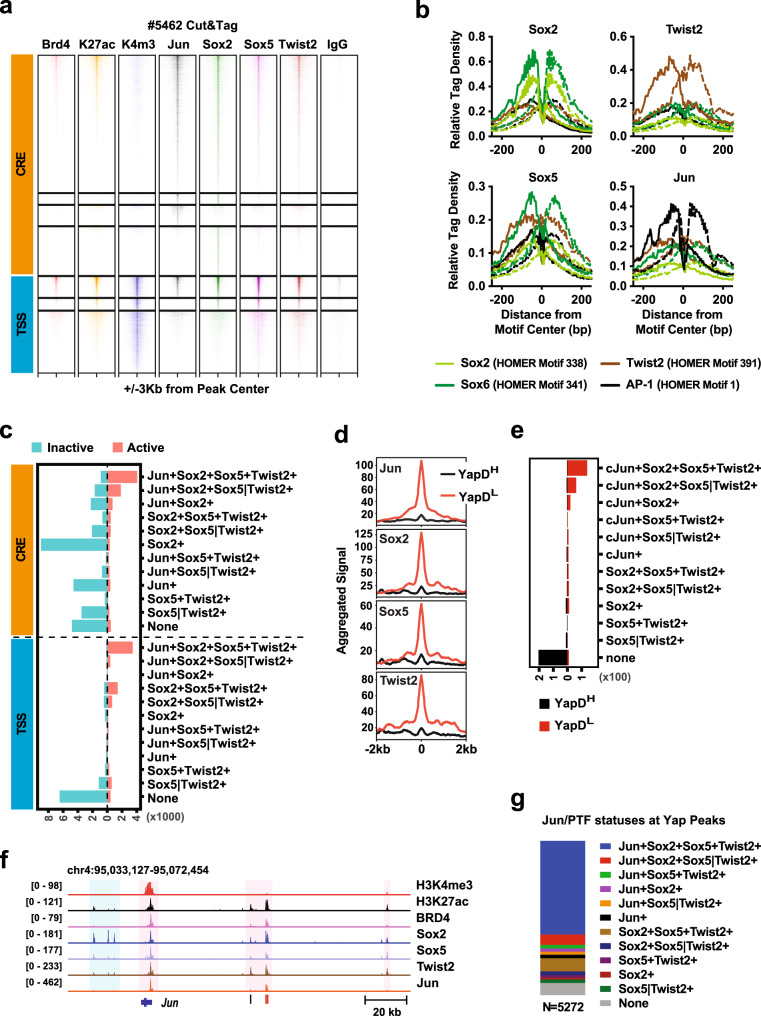
PTFs and Jun co-occupy active enhancers and promoters associated with Yap independency. **a** Cut&Tag signal heatmaps from the indicated antibodies within ±3kb from the centers of merged CRE and TSS sites bound by at least one of the TFs or histones in #5462 cells. TSS sites are defined by H3K4me3 positivity. **b** Relative Tag Density from Cut&Tag analysis of #5462 cells with indicated antibodies at ±250 bp from the centers of the indicated HOMER motif sites. **c** Summary of the numbers of active (light red) and inactive (light green) CRE and TSS sites with different binding statuses by Jun, Sox2, Sox5, and/or Twist2 in #5462 cells. Active CRE and TSS are defined by H3K27ac and BRD4 double positivity. Sox5|Twist2+ indicates peaks bound by either Sox5 or Twist2, but not both. **d** Aggregated Jun, Twist2, Sox2, and Sox5 Cut&Tag signals within ±2 kb from the centers of BRD4 peaks associated with YapD^H^ or YapD^L^ in #5462 cells. **e** Summary of the numbers of genomic loci associated with YapD^H^ (black) and YapD^L^ (red) with different binding statuses by Jun, Sox2, Sox5, and Twist2 in #5462 cells. **f** Genomic tracks showing the distributions of Cut&Tag peaks from indicated antibodies surrounding the *Jun* gene in #5462 cells. **g** Summary of the percentages of Yap peaks with different binding statuses by Jun, Sox2, Sox5, and Twist2 in #5462 cells. Source data are provided within a Source Data file. Cut&Tag data are deposited in the GEO database under accession code GSE224566.

### PTFs form a CRC with Jun in Yap-independent PDAC cells

To determine how PTFs and Jun are recruited to and maintain active CREs in Yap-independent PDAC cells, we performed differential HOMER analysis comparing transcriptionally active and inactive CRE sites bound by each TF, which identified the AP-1 motif as the most over-represented motif at the active sites of all four TFs (Supplementary Fig. 8f, g). Similar results were obtained using TOBIAS (Transcription factor Occupancy prediction By Investigation of ATAC-seq Signal), a computational framework that detects the so-called TF “footprints”—short DNA sequences protected from Tn5 tagmentation by TFs bound at these sites (Supplementary Fig. 9a)^52^.

“Flanking accessibility” and “Footprint depth” are two major parameters commonly used to character TF footprints^52,53^. The “Flanking accessibility”, which measures the relative transposition frequencies immediately adjacent to the motifs, reflecting the amount of TF present around the sites (Fig. 6a). On the other hand, the “Footprint depth” assesses the relative protection of the motif sequences from transposition, indicative the binding strength of TF at the sites (Fig. 6a). Using the Tn5-bias-corrected footprint profiles generated by TOBIAS, we first calculated the “Flank height”, which is equivalent to “Flanking accessibility”, and “Relative footprint depth” (“Footprint depth” divided by “Flank height”) from aggerated footprints of each TF bound to its putative binding sites (Fig. 6b, c). As expected, Jun and Sox2 impinged strong, well-defined footprints at their canonical motifs, as indicated by both high flank accessibility and strong protection of the core motif sequences (Fig. 6b, c). In contrast, Sox5 did not leave clear footprints at the predicted Sox5-binding sites, whereas Twist2 imposed relatively shallow footprints implying weak binding at its putative binding sites (Fig. 6b, c). Given the extensive overlaps in chromatin binding among Jun and the PTFs (Fig. 5c, d), we investigated whether Jun and the PTFs could be recruited in trans to each other’s binding sites. Strikingly, even though all four TFs exhibited direct binding to their canonical motifs (Fig. 5b), only Jun recruited other PTFs to its direct binding sites as evidenced by the clear footprints matching AP-1 sites detected within Sox2, Sox5, and Twist2 peaks, especially among those corresponding to active CREs and/or overlapping Jun peaks (Fig. 6b–d, Supplementary Fig. 9b). Conversely, the co-recruitment of PTFs strongly enhanced the binding of Jun to AP-1 sites, as indicated by an increase in both flank accessibility and footprint depth of Jun footprints (Supplementary Fig. 9c). Similarly, the co-recruitment of PTFs and Jun also increased the binding strengths of Sox2 and to lesser extent Twist2 to their canonical sites (Supplementary Fig. 9c).

**Fig. 6:**
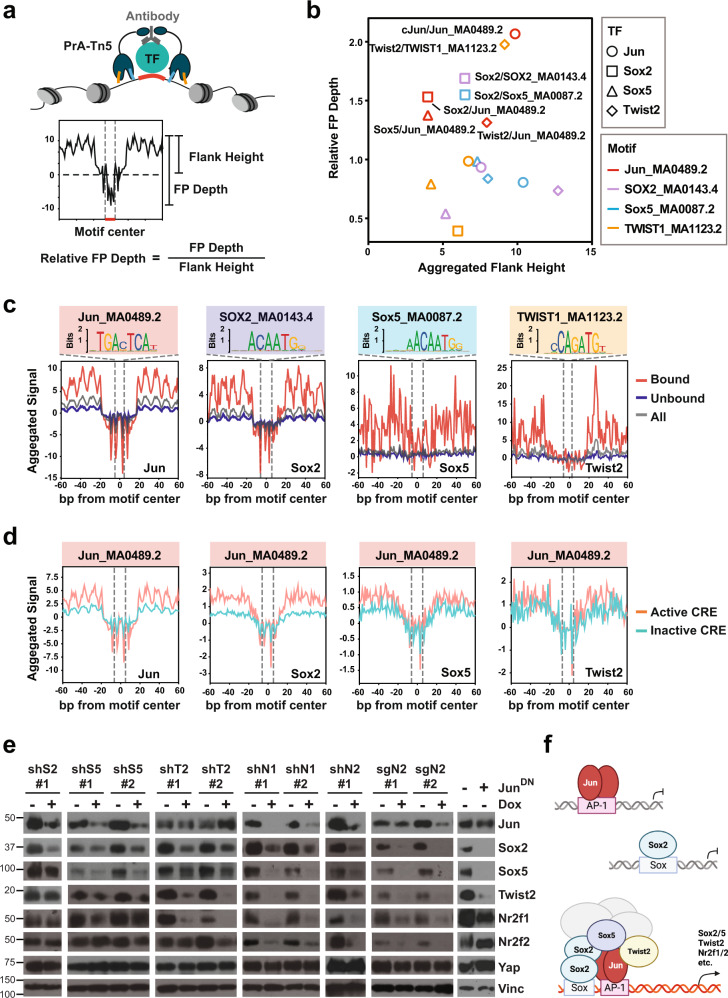
PTFs and Jun form a CRC with Jun acting as the dominant chromatin anchor in Yap-independent PDAC cells. **a** Schematic illustration showing chromatin-bound TF (green) recognized by its antibody (gray), which in turn recruits ProteinA-Tn5 (PrA-Tn5: dark blue) to tagment the accessible chromatin regions in the vicinity. The motif (red) bound by the TF is protected from tagmentation, leaving a footprint (FP) whose relative depth is calculated by dividing the absolute FP Depth by Flank Height (the height of peak signals immediately flanking the motif over the background). Created by S.M. **b** Scatter plot representing Relative FP Depths and the corresponding Aggregated Flank Heights of the indicated TFs at the sites matching the indicated motifs. TFs are represented by shapes (Jun: circle; Sox2: square; Sox5: triangle; Twist2: diamond). JASPAR motifs are presented by line colors (Jun_MA0489.2: red; SOX2_MA0143.4: purple; Sox5_MA0087.2: blue; TWIST1_MA1123.2: orange). **c** Aggregated signals from bound (red), unbound (blue), or all (gray) Jun, Sox2, Sox5, and Twist2 peaks centered on the indicated motif (marked by gray dashed lines). The total numbers of bound, unbound and all peaks for each antibody are Jun: 2785, 7731, and 10516; Sox2: 553, 2279, and 2832; Sox5: 127, 1452, and 1579, and Twist2: 230, 1078, and 1308. **d** Aggregated signal centering the Jun_MA0489.2 motif (marked by gray dashed lines) within the active (pink) or inactive (green) CRE sites bound by Jun, Sox2, Sox5, or Twist2. **e** Western blot analysis of indicated proteins in #5462 cells carrying Dox-inducible shRNAs or sgRNAs targeting indicated PTFs or constitutively overexpressing a dominant negative Jun mutant (Jun^DN^) in the presence or absence of Dox. Vinc was used as the loading control. Shown is representative of three independent experiments. **f** A working model of cooperative binding of Jun and PTFs to AP-1 sites that drive active transcription of target genes. Created with BioRender.com. Source data are provided within a Source Data file. Cut&Tag data are deposited in the GEO database under accession code GSE224566.

The frequent co-occupancy of Jun and PTFs at active CREs especially within SE regions and their functional importance in maintaining in vitro and in vivo growth indicate that they may form an autoregulatory loop with each component promoting the expression of itself and others—known as CRC^54^. WB analysis of #5462 cells with knockdown of individual PTFs or overexpression of a dominant-negative Jun mutant showed that inhibition of a single PTF or Jun is sufficient to reduce the expression of the others (Fig. 6e), thus confirming their ability to promote each other’s expression. Interestingly, although both PTFs and other classic EMT-TFs are expressed in Yap-independent PDAC cells, classic EMT-TFs but not PTFs were substantially induced in PDAC cells that underwent TGFb-induced morphological EMT (Supplementary Fig. 9d, e).

Taken together, our analysis supports a model that during PDAC progression, CREs that lessen the dependency of PDAC cells on Yap are first primed by AP-1 TFs binding directly to their canonical binding sites; subsequently, the PTFs are recruited to AP-1 sites and adjacent Sox and to lesser extent Twist sites, which stabilize the AP-1/PTF transcriptional complexes and potentiate the progressive activation of these loci and downstream target genes (Fig. 6f).

### Bromodomain and extra-terminal motif inhibitors (BET-i) block the expression of PTFs and sensitize PDAC cells to Yap inhibition

In addition to the TFs, the process of epigenetic reprogramming often involves various epigenetic “writers”, “erasers” and “readers”^55^. To unbiasedly identify potential epigenetic regulators that prevent the development of resistance to Yap inhibition, we carried out a long-term Yap-dependency assay in the presence of vehicle control or various epigenetic inhibitors (Supplementary Table 2). For the initial screen, we selected #5346 cells based on the observations that (1) following Yap KO its proliferation rate declined rapidly but over time recovered to a similar rate as parental cells (Supplementary Fig. 10a), resembling the common course of relapse development in vivo; (2) the restoration in cell proliferation in Yap-KO cells was accompanied by upregulation of PTFs (Supplementary Fig. 10b), again recapitulating what we observed in vivo. For the validation screen, we used human Panc-1 cells, which similar to #5346 showed immediate dependency on YAP and were able to adapt to Yap loss by acquiring PTF expression (Supplementary Figs. 2c, 10c). Strikingly, in both PDAC lines, several BET-i consistently scored among the top hits preventing the outgrowth of Yap-independent populations (Fig. 7a, Supplementary Fig. 10d). To test whether BET-i selectively sensitizes Yap-independent PDAC cells to Yap inhibition, we re-performed short-term Yap dependency assays on all 19 primary PDAC lines in the presence of low-dose BET inhibitor ABBV-075. While ABBV-075 treatment did not enhance the growth inhibitory effects of acute Yap loss on epithelial PDAC cells with low PTF scores, it significantly sensitized intermediate to mesenchymal PDAC cells with high PTF scores to Yap ablation (Fig. 7b).

**Fig. 7:**
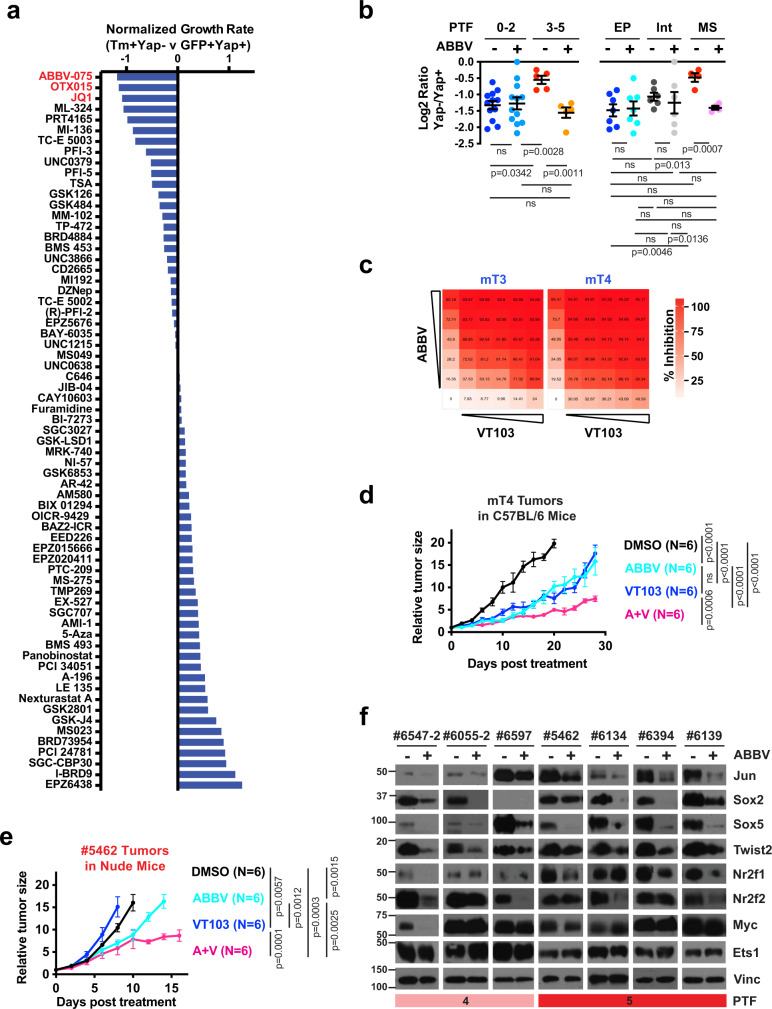
BET inhibitors block the expression of PTFs and sensitize PDAC cells to Yap inhibition. **a** Log2 relative growth rates of #5346 PDAC cells pre-treated with Ad-Cre (Tm+Yap−) or Ad-GFP (GFP+Yap+) co-cultured over a 2-month period in the presence of indicated epigenetic inhibitors normalized to DMSO. BET inhibitors are highlighted in red. **b** Log2 relative growth rates of Yap− relative to Yap+ cells in primary PDAC lines treated for 6 days with BET inhibitor ABBV-075 (+) or DMSO control (−). Primary PDAC lines are grouped based on PTF score (left) and differentiation status (right). Left panel: *n* = 12 and 5 independent cell lines for the Low (0–2) and High (3–5) PTF groups, respectively. Right panel: *n* = 7, 6, and 4 for EP, Int, and MS groups, respectively. Unpaired, two-tailed, Student’s *t*-test. Data are presented as mean value ± SEM. **c** Dose−response matrixes generated by SynergyFinder of ABBV plus Yap/Tead inhibitor VT103 in mT3 (Loewe synergy score = 31.7) and mT4 (Loewe synergy score = 30.7) PDAC cells derived from *KrasG12D/+:Trp52R172H/+:Pdx-Cre* (KPC) mice. **d**, **e** Changes in relative tumor size of mT4 (**d**) and #5462 (**e**) xenografts treated with ABBV (light blue), VT103 (blue), ABBV + VT103 (pink), or DMSO (black). *N* = 6 mice for each treatment arm. Data are presented as mean value ± SEM. Two-way ANOVA test. **f** Western blot analysis of indicated proteins in the indicated PTF-expressing primary PDAC lines treated with ABBV or DMSO. Vinc was used as the loading control. Shown is representative of three independent experiments. Source data are provided within a Source Data file.

Yap partners with the TEAD and AP-1 family of TFs to promote PDAC initiation and progression^16,17,56^. Footprint analysis of the Yap Cut&Tag peaks in Yap-dependent #6516 cells confirmed strong binding of Yap to both TEAD and AP-1 sites (Supplementary Fig. 10e). To assess whether BRD4 inhibitor could reduce the development of resistance to YAP/TEAD inhibitor, we conducted in vitro and in vivo combination studies between ABBV-075 and VT103 (a TEAD palmitoylation inhibitor that blocks YAP/TEAD interaction)^24^ using mT3 and mT4 cells, which were derived from the KrasG12D:Trp53R172H:Pdx-Cre (KPC) mice backcrossed into the C57BL/6 background^57^. These two lines exhibited high to intermediate Yap dependency, were able to give rise to Yap-KO-resistant clones expressing various PTFs, and showed selectively sensitivity to ABBV upon genetic silencing of Yap (Supplementary Fig. 10f–h). Treatment of mT3 and mT4 with increasing concentrations of VT103 and ABBV-075 alone or in combination revealed that similar to genetic Yap depletion, VT103, and ABBV-075 strongly synergize in inhibiting the proliferation of these two cell lines in vitro (Fig. 7c). Similarly, combining VT103 and ABBV-075 also significantly further delayed the tumor growth and extended the survival in immune competent C57BL/6 mice bearing mT4 subcutaneous tumors, compared to either treatment alone (Fig. 7d, Supplementary Fig. 11a).

To test whether BET-i treatment could also re-sensitize Yap-independent PDAC cells to YAP/TEAD inhibitors, we treated nude mice carrying #5462 xenografts with vehicle control, VT103, ABBV-075, or ABBV-075 + VT103. As expected, while #5462 tumors treated with VT103 alone grew at a similar rate as vehicle control, they grew considerably slower under treatment with ABBV-075 or ABBV-075 + VT103 (Fig. 7e, Supplementary Fig. 11b). Interestingly, even though the combination treatment initially induced similar delay in tumor growth as ABBV-075 single treatment, it resulted in much more durable tumor control over time (Fig. 7e, Supplementary Fig. 11b), suggesting that ABBV-075 treatment may re-sensitize Yap independent PDAC tumors to YAP/TEAD inhibitors. Mechanistically, we found that ABBV-075 induced the re-sensitization of Yap-independent PDAC cells to genetic or pharmacological inhibition of Yap was accompanied by robust downregulation of PTFs both in vitro and in vivo (Fig. 7f, Supplementary Fig. 11c, d). Finally, ABBV-075 treatment also reduced the levels of PTFs in primary PDAC lines and inhibited the growth of xenografts derived from Yap-KO relapsed lesions (Supplementary Fig. 11e, f).

Taken together, these results suggest that BRD4 is required for promoting the expression of PTFs and BET-i could be used to prevent or overcome resistance to Yap inhibition.

## Discussion

Small molecule inhibitors that block the activity of the master oncogenic transcriptional activator Yap have entered into Phase I clinical trials for the treatment of advanced solid tumors with hyperactivated Yap (NCT04665206; NCT05228015). PDAC, which is not only highly reliant on Yap to maintain their growth and survival but also entails Yap to resist the suppression of Kras or its direct effector pathways, represents a strong candidate for Yap-targeted therapies^15^. Here, we preemptively investigated potential resistance mechanisms to Yap inhibition in advanced PDAC tumors. Using an inducible PDAC GEM model, we showed that similar to the extinction of oncogenic Kras, a significant fraction of advanced PDAC tumors were able to overcome Yap loss and acquire alternative mechanisms to foster their growth. Intriguingly, we found that the relapse lesions tend to arise from the peripherals or near necrotic regions of the tumors, where rare pockets of pre-existing “progenitor”-like PDAC cells tend to reside. These “progenitor”-like express bona fide PTFs including Sox2, Sox5, Twist2, Nr2f1, and/or Nr2f2, but universally lack of expression for the squamous marker deltaNp63, suggesting that they are distinct from PDAC cells that have undergone squamous trans-differentiation. Interestingly, these “progenitor”-like PDAC cells also do not exhibit increased expression in most of the previously reported putative markers of PDAC “cancer stem cells” or “tumor-initiating cells” including Dclk1, Msi2, or Rorc (RORgamma)^58–61^, although they do express elevated levels of pan-CSC markers Cd24a and Cd44.

Our study suggests that adverse TME such as hypoxia, nutrient, or mechanical stress likely provide the instructive cues for the activation of various PTFs (Fig. 8). Even though multiple PTFs tend to co-express within a given “progenitor” niche, each PTF often exhibits partially overlapping but overall distinct distribution patterns from another PTF within the same tumors, suggesting that various PTFs may respond differently to certain environmental cues. Another notable feature of these “progenitor” niches is that they are mostly quiescent in the majority of Yap-expressing advanced PDAC tumors, but become highly proliferative following Yap ablation by re-activating Myc. Future studies will be needed to elucidate how long-term Yap extinction triggers Myc re-activation and outgrowth of these “progenitor”-like cells.

**Fig. 8:**
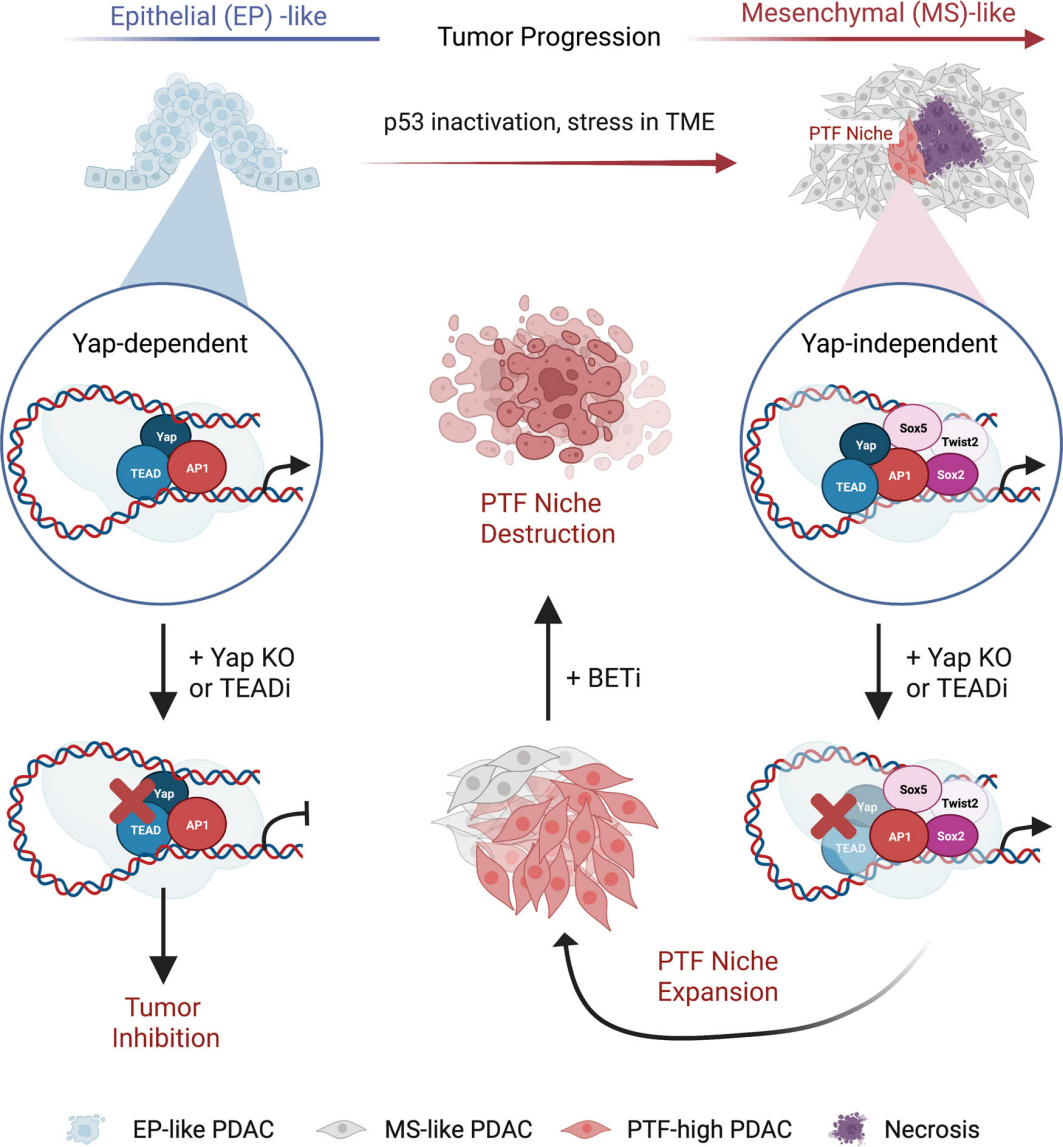
Schematic representation of the current working model based on our findings. Created with BioRender.com.

Through comparative analysis of a large panel of primary PDAC cells derived from primary PDAC tumors at various stages of disease progression, we demonstrated that the acquisition of “progenitor”-like states is coupled with the process of EMT (Fig. 8). However, our study also reveals that the “progenitor”-like niches represent only a very small subset of the tumor cells that have undergone morphological EMT and are not activated by commonly used EMT inducer TGFb. Thus, PTFs likely form distinct transcriptional networks from the classic EMT TFs.

Although hundreds of TFs are expressed at any time in a cell, only a small number of master TFs control the core transcriptional programs governing cell identity and survival^62,63^. A growing body of evidence suggests that during tumor progression, tumor cells hijack or activate evolving combinations of interconnected master TFs to maintain their growth and adapt to the complex TME or therapeutic stress^64–75^. These various master regulators form feed-forward autoregulatory loops, and function in a cooperative and partially redundant manner to maintain SEs and the expression of cancer-promoting genes. AP-1 are dimeric transcriptional complexes composed of members of Jun (Jun, JunB, and JunD) and Fos (Fos, FosB, FosL1, FosL2) families. Members of AP-1 proteins including Jun and FosL1 have been shown to be directly regulated by the Ras–MAPK pathway and are required for Ras-induced transformation in vitro and in vivo^56,76–79^. In multiple types of cancer including PDAC, AP-1 is known to cooperate with Yap/Tead to maintain oncogenic transcription^56,80–84^. Our study revealed that Jun also form interconnected feed-forward transcriptional loops with PTFs Sox2/5, Twist2, Nr2f1/2, and recruit PTFs to activate SEs associated with Yap independency. Notably, CREs occupied by individual PTFs or Jun alone are largely devoid of H3K27 acetylation and Brd4 binding, suggesting that the cooperative interactions between PTFs and Jun are required to maintain active transcription in Yap-independent PDAC cells (Fig. 8).

An unexpected discovery from our Cut&Tag profiling of 19 primary PDAC lines was that their relative Yap dependencies are not correlated with the overall binding patterns of Yap. In PTF-high, Yap-independent PDAC cells, the vast majority of Yap-bound sites are co-occupied by three or all four Jun/PTFs, which may explain why they are insensitive to Yap ablation (Fig. 8). The pile-ups of multiple different PTFs at the active TSS/CRE sites including the majority of SE regions may also increase the resiliency of these sites to sudden loss of individual PTFs. Presumably, as long as there are sufficient levels of any of the PTFs remain at these sites, the overall transcriptional homeostasis can be maintained. This scenario fits with our observations that while exogenous expression of a single PTF in PTF-low cells is sufficient to overcome their Yap dependency, silencing of a single PTF is not adequate to cause growth inhibition despite the concomitant partial downregulation of other PTFs.

Through an unbiased chemical-genetic screen, we identified Brd4 as an epigenetic regulator required for maintaining the Jun/PTF CRC, and showed that Yap-independent PDAC tumors with high PTF expression are very sensitive to BET inhibitors (Fig. 8). Moreover, our studies showed that combining BET and Yap/Tead inhibitors resulted in more durable control of PDAC xenografts, highlighting the therapeutic potential of this combination. Our findings are consistent with several independent studies pointing to the unique sensitivities of oncogenic CRCs to BET inhibitors in various cancer types^65,66,74,85^. Given that many cancers are addicted to CRC, a combination of CRC-disrupting agents such as BET inhibitors with either existing treatment modalities or novel antitumor compounds such as Yap/Tead inhibitors may provide much-needed strategies to improve the overall response rates and progression-free survival in cancer patients.

## Methods

### Animal studies

All animal studies were conducted in compliance with ethical regulations according to protocol #2016-1192 approved by the Institutional Animal Care and Use Committee (IACUC) at Georgetown University. All the mice were housed in SPF vivarium which is maintained at a 12:12 h light:dark cycle, at 68–74 °F and 30–70% humidity range. Both female and male mice between the ages of 5–35 weeks old were used in this study. Mice were euthanized at endpoints according to the IACUC guideline with approved methods of CO_2_ followed by cervical dislocation. C57BL/6J wild-type mice (Strain Code: 027) and NCI Athymic NCr-nu/nu mice (Strain Code: 553) were purchased from Charles River Laboratories (Wilmington, MA).

### Genetically engineered mouse model of PDAC

Genetically engineered mouse strains *Yap*^*flox/flox*^, *TP53*^*FRT/+*^, *FSF-Kras*^*G12D*^, *R26*^*CreER*^, *R26*^*Dual*^, and *Pdx1-Flp* were interbred to generate the experimental cohorts^5,32,86^. Both male and female mice were included in the study. TAM-containing diet (TD.130859; Envigo, Somerset, NJ) and Dox-containing Diet (TD0.1306; Envigo) purchased from Envigo RMS Inc, Indianapolis, IN was given in place of regular feed.

### Xenograft studies

5 × 10^4^ PDAC cells were injected into the flanks of 7-week-old male NCr-nu/nu mice (#5462 cells and #6385 cells) or C57BL/6J (mT4 cells). Tumor volume was measured with a caliper every other day, and Dox or drug treatment was initiated once the tumor volume reached 100 mm^3^. For inhibitor studies, DMSO, 0.5 mg/kg ABBV-075 (ABBV), 30 mg/kg VT103, or a combination of ABBV and V103 (*n* = 6 mice each) were administered daily via oral gavage. The mice were euthanized at endpoints according to the IACUC guideline. Tumor volume was calculated according to the formula Volume (mm^3^) = Length (mm) × Width (mm)^2^/2, with the maximum tumor size of 2000 mm^3^ as required by IACUC. Statistical analysis was performed using The GraphPad Prism software. Kaplan-Meier survival curve was used to estimate the difference in lifespan between experimental arms. 2-way repeated measure ANOVA was used to determine the significant difference (if any) in growth rates between the experimental arms. Significance is defined as a *p*-value of <0.05. Error bars on all graphs indicate standard errors from the mean.

### Isolation of primary PDAC cells

The tumor-bearing pancreata from KPF and KPYYF mice were divided into three parts for collecting tumor cells, fixing in 10% buffered formalin (for IHC/IF), and snap-frozen in liquid nitrogen for RNA and protein extractions. The fresh tumor was digested with 0.32 mg/mL Collagenase D (Sigma) and 0.01 mg/mL DNaseI (Sigma) in DMEM for 30 min at 37 °C on a shaker and passed digested tissue through a 40 μm cell strainer. The remaining undigested tissue was collected, washed with PBS, further digested with 0.25% Trypsin (Fisher Scientific) for 10 min at 37 °C, and passed through a 40 μm cell strainer. GFP+ or Tm+ tumor cells were collected by FACS sorter (BD Biosciences, Franklin Lakes, NJ), plated in 10% FBS medium for establishing primary PDAC lines, or saved at −80 °C for RNA extraction.

### Cell lines

Panc1 (CRL-1469) and 293T (CRL-3216) cells were purchased from ATCC. mT3 and mT4 mouse PDAC cell lines were provided by Dr. Tuveson (Cold Spring Harbor Laboratory, Cold Spring Harbor, NY) and authenticated by genotyping PCR to compare with Kras^+/LSL-G12D^; Trp53^+/LSL-R172H^; Pdx1-Cre (KPC) model^87^. Established primary PDAC cell lines were authenticated by genotyping PCR to compare with the corresponding mice. Lentiviral plasmids pTRIPZ, TLCV2, and pCW57 were purchased from Addgene. Specific shRNA and sgRNA sequences were listed in Supplementary Table 4. Gateway Entry plasmids for SOX2 (HsCD00436328), SOX5 (HsCD00442638), TWIST2 (HsCD00330331), and NR2F2 (HsCD00005215) were purchased from DNASU (Tempe, AZ), and transferred into the pCW57 destination vector using Gateway LR Clonase II Plus (Thermo Fisher Scientific, Waltham, MA) according to the manufacturer’s instructions. Lentiviral production was performed as previously described^17^. For pTRIPZ or TLCV2-infected PDAC cells, puromycin selection was used to eliminate uninfected cells. For pCW57-infected PDAC cells, FACS was used to purify PDAC cells carrying overexpressing vectors. Cells were grown in DMEM supplemented with 10% Fetal Bovine Serum and 1% Pen/Strip (Thermo Fisher Scientific). All cell lines were free of mycoplasma infection using PlasmoTest Mycoplasma Detection Kit (InvivoGen, San Diego, CA).

### RNA sequencing

Total mRNAs were extracted from FACS-sorted GFP+ or Tm+ PDAC cells using an RNAeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Reverse transcription, library preparation, and hybridization to Illumina MouseRef-8 v2.0 Expression BeadChips were performed by the UCLA Neuroscience Genomics Core. Raw intensity data were background corrected and filtered of low expression genes across samples (∑ < 100 read) prior to analysis. Normalization and differential expression were performed in R using the DESeq2 package from Bioconductor. A cutoff of *p* < 0.05 and |FC| > 2 were used to determine differentially expressed genes. The GSEA Java-based software package from The Broad Institute was used to identify top enriched pathways in Tm+Yap− cells relative to GFP+Yap+ cells.

### Western blotting

Frozen tumor chunks were grounded with a mortar and pestle chilled by liquid nitrogen. Powdered tissues or cell pellets were lysed with Urea buffer (9.5 M urea, 2% CHAPS, 0.5% sodium deoxycholate) and subjected to SDS–PAGE and western blot as previously described^20^. All primary and secondary antibodies used are listed in Supplementary Table 4. All uncropped and unprocessed scans of the blots presented in the figures can be found in the Source Data file or as a supplementary figure in the Supplementary Information.

### IHC/IF

All antibodies used for IHC and IF were listed in Supplementary Table 4.

For IHC, formalin-fixed and paraffin-embedded tumor sections were deparaffinized and heated in antigen retrieval buffer as indicated (IHC-Tek^TM^ Epitope Retrieval Solution, IHC World LLC, Woodstock, MD; or 10 mM Tris Base, 1 mM EDTA Solution, 0.05% Tween 20, pH 9.0) for 30 min at 95 °C. After the slides cool down to RT, they were washed 2 times with PBST (PBS + 0.1% Tween-20), blocked with 3% H_2_O_2_ for 15 min, then with 5% normal horse serum for 30 min, followed by incubation overnight with primary antibodies at 4 °C. Next day, slides were washed for 6 times with PBST, incubated with corresponding IMMPRESS HRP POLYMER REAGENTS (Vector Laboratories, Burlingame, CA) for 1 h at RT. After washing with PBST, staining was visualized using the ImmPACT DAB EqV HRP substrate (Vector Laboratories) according to the manufacturer’s instructions. The entire IHC slides were scanned using the Hamamatsu NanoZoomer slide scanning system (the Alafi Neuroimaging Laboratory, St. Louis, MO) and images were analyzed using NDP.view2 Viewing software (Hamamatsu Photonics, Shizuoka, Japan) and FIJI. Tumor area was determined by the total area of GFP+ and Tm+ staining. The recombination ratio was calculated by Tm+ region within the tumor region.

IF of primary PDAC cells was performed as previously described using fluorescein-conjugated secondary antibodies^20^. Confocal fluorescence images were obtained with the Leica SP8 confocal microscope and processed using FIJI.

### Determining Yap dependency scores

GFP+Yap+ and Tm+Yap− derived from the same primary murine PDAC lines were mixed in equal proportions and grew in co-cultures. The relative percentages of the two populations were tracked over time through sequential FC analysis. The Yap dependency scores were calculated by percentages of GFP+ and Tm+ populations following Dox treatment. Each experiment was performed in triplicates and Student’s *t*-test was used to determine the difference in Yap dependency scores between the samples. Significance is defined as a *p*-value of 0.05 or less. Error bars on all graphs indicate standard errors from the mean.

### Epigenetic inhibitor screening and drug synergy studies

All inhibitors used are listed in Supplementary Table 3. For epigenetic inhibitor screening, GFP+Yap+ and Tm+Yap− #5346 primary murine PDAC cells, or ctrl and shRNA-targeting YAP introduced human Panc1 cells were mixed in equal proportions and split into 24-well plates with each well containing DMSO control or a different epigenetic inhibitor. The inhibitor-containing medium was replaced every three days and sequential FC analysis was performed weekly for a month. mT3 or mT4 PDAC cells were treated with DMSO control or increasing concentrations of BET and TEAD inhibitors alone or in combination. Once the DMSO control wells each confluence, the plates were fixed in 4% paraformaldehyde, stained with crystal violet, and measured by Synergy™ H4 Hybrid Multi-Mode Microplate Reader (BioTek, Winooski, VT). SynergyFinder (https://synergyfinder.fimm.fi/) was used to calculate the synergy scores based on the percent of inhibition relative to DMSO.

### Cut&Tag

All antibodies used for Cut&Tag were listed in Supplementary Table 4. Cut&Tag was carried out according to the bench top Cut&Tag V.3 with minor modifications^88^. Primary PDAC cells were harvested using a cell stripper (Thermo Fishers), counted and centrifuged for 3 min at 800 × *g* at room temperature. Aliquots of 250,000 cells per antibody were washed twice in 100 µL per sample of Wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, 1× Protease inhibitor cocktail) by gentle pipetting. Concanavalin A (ConA) coated magnetic beads (Bangs Laboratories, Fishers, IN) were washed twice with ConA Binding Buffer (20 mM HEPES pH7.5, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) and 10 µL of activated beads were added per sample and incubated at RT for 15 min on a rotator. ConA bead-bound cells were placed on the magnetic stand and the unbound supernatant was removed. ConA bead-bound cells were resuspended in ice-cold 100 µL Dig-wash Buffer (20 mM HEPES pH 7.5, 150 mM NaCl; 0.5 mM Spermidine, 1× Protease inhibitor cocktail, 0.05% Digitonin) containing 2 mM EDTA and diluted primary antibody indicated on Supplementary Table 4. Primary antibody incubation was performed on a rotating platform for 2 h at room temperature (RT). The primary antibody was removed by placing the tube on the magnet stand to clear and pulling off all of the liquid. Guinea Pig anti-Rabbit IgG secondary antibody was diluted 1:100 in 100 µL of Dig-Wash buffer and cells were incubated at RT for 1 h. Cells were washed using the magnet stand 5 times in 150 µL Dig-Wash buffer to remove unbound antibodies. After removing the liquid on the magnet stand, 100 µL protein A (pA)-Tn5 adapter complex diluted 1:100 in Dig-300 Buffer (0.05% Digitonin, 20 mM HEPES, pH 7.5, 300 mM NaCl, 0.5 mM Spermidine, 1× Protease inhibitor cocktail) was added to the cells with gentle vortexing and incubated at RT for 1 hr. pA-Tn5 adapter complex was prepared by mixing pA-Tn5 (Addgene) fusion protein with preannealed mosaic end-adapter A and -adapter B and incubation for 1 h at RT. Cells were washed 5 times in 150 µL Dig-300 buffer to remove unbound pA-Tn5 protein. Cells were resuspended in 200 µL Tagmentation buffer (10 mM MgCl_2_ in Dig-300 Buffer) and incubated at 37 °C for 1 h. To stop tagmentation, 6.67 µL of 0.5 M EDTA, 2 µL of 10% SDS and 1.67 µL of 20 mg/mL Proteinase K was added to the sample, and incubated at 50 °C for 30 min, and then at 37 °C overnight. To extract the DNA, 200 µL PCI was added and mixed with vortexing. 200 µL vacuum grease was added to separate layers of protein and DNA, and tubes were centrifuged for 3 min at RT 16,000×*g*. 200 µL Chloroform was added and inverted 10 times, and tubes were centrifuged for 3 min at RT 16,000 × *g*. The aqueous layer was transferred to a new tube containing 500 µL ice-cold 100% ethanol and centrifuged for 15 min at 4 °C 16,000 × *g*. The pellet was rinsed with 100% ethanol and centrifuged for 2 min at 4 °C 16,000 × g. After the liquid was aspirated, the pellet was dissolved in 30 µL 10 mM Tris–HCl pH 8, 1 mM EDTA containing RNaseA. PCR was performed with NEBNext HiFi 2x PCR Master mix (NEB, Ipswich, MA), unique i7 barcode primer, and Universal i5 primer. To extract the DNA, 0.4 volume Mag-Bind® TotalPure NGS beads (Omega Bio-Tech, Norcross, GA) were added to each tube with vortexing, quickly spun, and held for 10 min. Tubes were placed on a magnet stand to clear, then the liquid was transferred to a new tube. 0.7 volume Mag-Bind® TotalPure NGS beads were added to each tube with vortexing, quickly spun, and held for 10 min. Tubes were placed on a magnet stand to clear, then the liquid was carefully withdrawn. Without disturbing the beads, beads were washed twice in 200 µL 80% ethanol. After allowing to dry ~5 min, 30 µL of 10 mM Tris pH 8 was added, the tubes were vortexed, quickly spun, and allowed to sit for 5 min at 37 °C. Tubes were placed on a magnet stand and the liquid was withdrawn to a fresh tube.

### Quantification and sequencing of Cut&Tag libraries

Barcoded Cut&Tag libraries were prepared using NEBNext HiFi 2x PCR Master mix (NEB) with Nextera i7 and i5 dual index primers, purified with Mag-Bind® TotalPure NGS beads, quantified via qPCR using the KAPA Library Quantification Kit (Roche, Basel, Switzerland). Pooled libraries were sequenced on the Illumina High-seq platform (Read 1:150 cycles, Index 1:8 cycles, Index 2:8 cycles, Read 2:150 cycles).

### Pre-processing of Cut&Tag sequencing data

Raw sequencing reads from fastq files were trimmed using TrimGalore^89^. Reads were aligned sequentially to bacteria and the mm10 genome using Bowtie2^90^ with options -very-sensitive-local -no-mixed -dovetail -phred33 -X 1000 -interleaved. Duplicates were removed using Picard tools (https://github.com/broadinstitute/picard.git), and the blacklisted regions were filtered out using BEDtools to generate filtered BAM files^91^. Tag directories were generated from filtered BAM files using the HOMER makeTagDirectory command with the “-sspe” option^92^. Normalization factors for all the samples were calculated using the “csaw” R package with the settings of minq = 20, max.frag = 800, pe = both, bin = TRUE, width = 1250 for TFs, or minq = 20, max.frag = 800, pe = both, bin = TRUE, width = 10,800 for histones or BRD4^93^. Normalized bigwig files were created with the HOMER makeUCSCfile command with the -bigwig option and the normalization factor calculated by csaw applied using -norm. Peaks were called on individual samples using the HOMER findPeaks command with the options -style factor -L 15 -localSize 150,000 -fdr 0.00001, and normalized by applying the normalization factor calculated by csaw via the “-norm” option.

### PCA and unsupervised clustering analysis

Filtered BAM files for each antibody were computed to assess the genome-wide similarities among the primary PDAC lines using the multiBamSummary bins command from deepTools v2.0 with the “–extendReads” option^94^. The resultant read coverage matrixes were then used to perform PCA and unsupervised clustering analysis using the deepTools plotPCA and plotCorrelation (–corMethod spearman) commands, respectively. The correlation matrixes generated by plotCorrelation were then used to plot heatmps using the “pheatmap” R package with the following settings: scale = “none”, cluster_cols = TRUE, cluster_rows = TRUE, clustering_distance_cols = “euclidean”, clustering_distance_rows = “euclidean”, clustering_method = “ward.D2”.

### Identification of enhancers and promoters associated with Yap dependency

The HOMER makeTagDirectory command with the “-d” option was sued to merge Tag directories from individual samples to generate a single master Tag directory for each antibody. Master peaks were called from the master Tag directory using HOMER findPeaks command with the options -style factor -L 15 -localSize 150,000 -fdr 0.00001, and filtered to remove peaks that did not overlap with any of the peaks detected in individual samples using the bedtools intersect -u command. A master table was then generated for each antibody using the HOMER annotatePeaks.pl command with the options of -size given -raw to extract Tag densities from individual Tag directories overlapping the master peaks normalized with the csaw normalization factors from above using the “DGEList” and “cpm” functions from “edgeR”.

To identify enhancers and promoters associated with Yap dependency, H3K27ac, and BRD4 master peaks were further filtered to remove those detected in fewer than 3 samples, or with maximal normalized Tag counts <10 among all samples, or did not overlap with the master peaks of the other antibody. The resultant set of overlapping H3K27ac and BRD4 master peaks were each subjected to Kendall correlations comparing the normalized Tag counts to the corresponding Yap dependency scores across all the samples. The “RRHO” r packages were used to plot the corresponding correlation efficiencies from the overlapping H3K27ac and BRD4 master peaks. The H3K27ac and BRD4 master peaks with Kendall correlation co-efficiencies both >0.3 or <−0.3 were deemed as concordantly regulated. Yap master peaks overlapping with the concordantly regulated H3K27ac and BRD4 master peaks were extracted using the bedtools intersect function. Log2-transformed normalized H3K27ac, BRD4, and Yap Tag counts of all primary PDAC lines corresponding to the concordantly regulated H3K27ac and BRD4 master peaks were subjected to unsupervised clustering using the “pheatmap” R package with the following settings: scale = “row”, cluster_cols = TRUE, cluster_rows = TRUE, clustering_distance_cols = “euclidean”, clustering_distance_rows = “euclidean”, clustering_method = “ward.D2”.

### Motif and gene set enrichment analysis

To predict TF motifs or biological functions/pathways or positively or negatively associated with Yap dependency, the concordantly regulated BRD4 master peaks from above were subjected to differential motif enrichment analysis using the HOMER findMotifsGenome.pl command with the option of -size 300, and GREAT analysis with default settings. The top 10 most differentially enriched motifs based on p-values were plotted^47^. GeneSetClustering (https://github.com/TranslationalBioinformaticsUnit) was performed using combined GREAT data set^95^. 11 clusters were determined by the silhouette analysis on Kmeans clustering.

### Comparisons of binding profiles of Jun and PTFs

The aggregated signal profiles from Sox2, Sox5, Twist2, and Jun Bigwig files with ±2 kb from the center of BRD4 peaks associated with high or low Yap dependency were plotted using the computeMatrix reference-point and plotProfile commands from deepTools.

For plotting heatmap and assessing the binding patterns, H3K27ac, H3K4me3, BRD4, Sox2, Sox5, Twist2, and Jun peaks were merged to generate a master bed file using the bedtools merge command. All individual bed files were subsequently intersected with the master bed file using the bedtools intersect -wa -wb command. For plotting heatmap, the master peaks were divided into seven peak clusters: p1 (H3K4me3+H3K27ac+BRD4+cJun+Sox2+), p2 (H3K4me3+H3K27ac+BRD4+cJun-Sox2+), p3 (H3K4me3+& not in p1-2), e2 (H3K4me3-H3K27ac-BRD4-cJun+Sox2+), e3 (H3K4me3-H3K27ac-BRD4-cJun+Sox2−), e4 (H3K4me3-H3K27ac-BRD4-cJun-Sox2+), e1 (H3K4me3- & not in e2-4). The computeMatrix reference-point and plotHeatmap commands from deepTools were used to plot the signals from individual Bigwig files within ±3 kb from the centers of seven peak clusters from above. For comparing overlaps among the antibodies, the master peaks were separated into four clusters: active CRE (H3K4me3-H3K27ac+BRD4+), inactive CRE (H3K4me3-H3K27ac|BRD4−), active TSS (H3K4me3+H3K27ac+BRD4+), inactive TSS (H3K4me3+H3K27ac|BRD4−). The numbers of active or inactive CRE/TSS bound by none or various combinations of PTFs and Jun were plotted. Alternatively, the ROSE algorithm^96,97^ was utilized to identify SE regions using H3K27ac or BRD4 Cut&Tag data under default settings. Next, master peaks overlapping the SE or RE regions were extracted. The numbers of master peaks overlapping the SE or RE regions bound by none or various combinations of PTFs and Jun were plotted.

### TF footprint analysis

For the detection of TF footprints, we analyzed BAM files from individual TFs using the TOBIAS package under default settings^52^. The “JASPAR2022_CORE_vertebrates_non-redundant_pfms_jaspar.txt” file was downloaded from “https://jaspar.genereg.net/downloads/”. To enable comparisons among the antibody–motif pairs, we defined “flanking accessibility” or “flank height” as the aggregated signals of the regions flanking a given set of footprints relative to the local background, “footprint depth” as the signal differences between the flanking regions and the core sequences of the footprints, and “relative footprint depth” as “footprint depth”/“flank height”. We defined peaks containing matching motifs regardless of footprint statuses as “all”, among which those with detectable footprints were deemed as “bound”, and those without detectable footprints as “unbound”.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Software 1

Reporting Summary

## Data Availability

The raw fastq data generated from RNA and Cut&Tag sequencing performed in this study were deposited in the GEO database under accession codes GSE224566 and GSE210412, respectively. The reference series is deposited under GSE224567. The Clinical Proteomic Tumor Analysis Consortium (CPTAC) publicly available data used in this study are available in the LinkedOmics under pancreatic adenocarcinoma (http://www.linkedomics.org/data_download/CPTAC-PDAC/)^37^. The Cancer Genome Atlas (TCGA) publicly available data used in this study are available in the GDC Data Portal under TCGA-PAAD (https://portal.gdc.cancer.gov/projects/TCGA-PAAD)^38^. The remaining data are available within the Article, Supplementary Information, or Source Data file. Source data are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Spontaneously evolved progenitor niches escape Yap oncogene addiction in advanced pancreatic ductal adenocarcinomas
**Source:** Nat Commun. 2023 Mar 15;14:1443. doi: 10.1038/s41467-023-37147-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional File name: Supplementary Files**

File name: **Supplementary Software 1**

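The RNA-seq part of this code reads a table of DESeq2 results in which 1 Tm sample had been removed from the comparison with GFP cells. It draws heatmaps and principal components of squamous markers, neural tube genes and published PDAC signatures. It then picks the genes upregulated in Yap-deficient cells that are scored in the human tumor cohorts. That selection keeps genes with an unadjusted p under 0.05 and a DESeq2 log2 fold change of at least log(2). In R, log(2) is the natural logarithm, 0.693, so that the lowest change kept is 1.62-fold, whereas the methods section names a fold change above 2. On the deposited counts, the lower threshold gave 807 genes higher and 1396 lower with edgeR's quasi-likelihood test. With the DESeq2 Wald test and DESeq2's size factors on the same counts, it gave 845 higher and 1807 lower genes, a combination chosen after the data were seen. The removed Tm sample is not among the 9 libraries analyzed.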

Description: Row code used in RNA-seq and Cut&Tag data analysis.

How the deposited data were processed for this re-analysis (not part of the article)

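RNA was extracted from FACS-sorted GFP+Yap+ PDAC cells of KPF mice (6 libraries) and Tm+Yap− PDAC cells of KPYYF mice (3 libraries). As deposited by the authors, each of the 9 files holds raw counts per Ensembl gene of one library, without normalization, with 5 summary lines in the layout of HTSeq. The sample descriptions name 3′ end libraries of the Lexogen QuantSeq Forward kit. The aligner, the counting program's version, the genome build and the annotation are not stated there, and the paper's text does not name them. The methods section describes BeadChip hybridization, a filter on the sum of reads and DESeq2, and the values in the files are whole numbers with a different total in each library. Genes took 37.3 to 42.0% of the reads in each file, reads without a unique alignment 43.8 to 53.4%, reads on no feature 8.63 to 16.0% and ambiguous reads 0.231 to 0.312%. No reads were listed as unaligned or of low quality.

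Of 47643 genes in the files, 47224 were matched to a symbol by their Ensembl identifier in GENCODE release M21, and 22925 had at least 1 count. Genes with a sum of at least 100 counts over the 9 libraries were tested, which left 14105. Counts were normalized by TMM (factors 0.833 to 1.08) and compared between KPYYF and KPF libraries with edgeR 4.0.16's quasi-likelihood test, with robust estimation, in R 4.3.3, without covariates. All p values are two-sided. Adjusted p values are Benjamini-Hochberg values over all genes tested with a threshold of 0.05, and the standard error is the log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation was 0.825. The rule of the methods section, an unadjusted p under 0.05 and a change of more than 2-fold, was also applied. Exact permutation tests used all 84 splits of the 9 libraries into 6 and 3. Log2 CPM of single libraries used a prior count of 2, and a fold against a group with at most 3 counts in each library was computed against 3 counts as a lower bound. The depth of each library set this limit at 0.292 to 0.437 CPM.

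Gene lists were written before the counts were seen. The PTF, epithelial lineage TF and heatmap lists, the cancer stem cell markers of the discussion and the genes of proteins studied in the tumors were taken from the paper. The EMT, epithelial junction, embryonic stem cell, oncofetal, Myc target, proliferation, Yap target and squamous lists, and the fibroblast, immune, endothelial, acinar, islet and Schwann cell lists, were written by hand, since the gene sets of the paper were not available. Each list was tested with camera of limma 3.58.1 with a preset correlation of 0.01, adjusted over 10 lists and separately over the 6 cell type lists. The value given for a list is the median log2 fold change of its tested genes. Genes are named in the text when they belong to a list taken from the paper, when they are among the 5 largest rises or 5 largest falls of genes with an adjusted p under 0.05, a mean of at least 10 CPM, a symbol other than a predicted name and no overlap between groups, or when they are the extremes of a list. Pvt1, Cdh1, Krt18, Dsp, Muc1, Lin28b, Dlk1, Igf2, H19, Atad2, Fam84b and single cell type markers were named after their values were seen. The values of some single genes of these lists are not reported.

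The alternatives were the Wald test of DESeq2 1.42.0 with its size factors, RLE and upper quartile normalization, no filter on low counts, edgeR's filterByExpr, limma-voom with sample quality weights, libraries 4504h and 4504s summed, and each library left out in turn. For lists, fry and camera with an estimated correlation were also run, and for the rule of the methods, a log2 fold change of at least log(2). The tools were tested on simulated counts of 13495 genes in groups of 6 and 3, of which 200 were changed by 4-fold or 16-fold. The counts were drawn with edgeR's own estimates of spread. edgeR recovered 25% of the 4-fold and 69% of the 16-fold changes, with 2.08% false calls. DESeq2 recovered 48% and 87%, with 34.1% false calls, and limma-voom 21% and 50%, with 1.39%. In simulated counts without a change, they made 0, 11 and 1 calls. Of 20 unchanged simulated lists, camera called 1, camera with an estimated correlation 0 and fry 3 at an unadjusted p under 0.05. Figures were drawn with matplotlib 3.10.9. The Cut&Tag and human tumor data of the paper had no count files here and were left out.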

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

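The tests of copy number and of endothelial cells, the fit of the 6 libraries with many Xist reads and the fit without Gm42418 and mitochondrial genes were chosen only after the results they concern were seen.

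Among the 6 KPF libraries, 87 results were checked for a library far from the others with Dixon's ratio, and 3 had one, where 4.35 are expected by chance. The 3 KPYYF libraries were too few for this check. The mean log2 CPM of the squamous list was 1.47 in KPF library 4269 and between 2.67 and 3.31 in the other KPF libraries. Without library 4269, the median log2 fold change of the list was -1.27, against -1.0 with it. Lin28b was at a log2 CPM of -1.58 in KPF library 4504s, which rests on 1 read, while the other KPF libraries had none. KPF library 4601 had 8264587 reads on genes and the other KPF libraries between 9294926 and 9635514. Gm42418 took 20.4% of the counts of library 4601. Without Gm42418 and the mitochondrial genes, 156 genes had an adjusted p under 0.05, of which 153 were among the 155 found with them. With every library thinned to 8116539 reads, 99.4% of the 155 genes still passed, which argues against depth as the source of the group difference. No biological explanation was tested for these values, since the 6 libraries share one condition.

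Gt(ROSA)26Sor, which the paper does not discuss, had the smallest p of all genes tested. Its log2 fold change was 4.60 (standard error 0.48, adjusted p = 0.00324 from edgeR's quasi-likelihood test), with 1.44 to 3.35 CPM in KPF and 24.6 to 82.6 CPM in KPYYF libraries. Its adjusted p stayed between 0.00143 and 0.0201 with each library left out in turn. The 28 other tested genes within 1 Mb on chromosome 6 had a median log2 fold change of 0.0020, and 14 of them were higher, which argues against a gain of the region. The R26 reporter allele lies at this locus, and Cre had removed its EGFP in Tm+ but not in GFP+ cells, so transcription through the recombined allele may account for the rise. This was not tested, because reporter color and Yap status changed together and the files hold no reads on the inserted sequences.

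Pvt1, next to Myc, is not discussed in the paper and was named after its values were seen. It had a log2 fold change of 3.64 (standard error 0.53, adjusted p = 0.0141 from edgeR's quasi-likelihood test), with 5.24 to 33.7 CPM in KPF and 115 to 272 CPM in KPYYF libraries. It passed in all 9 fits that each left out one library but not in the 6 libraries with many Xist reads (adjusted p = 3.29e-08 to 0.123 over all alternatives). The 33 other tested genes within 5 Mb of Myc had a median log2 fold change of 0.20, and 20 of them were higher, which argues against a gain of several Mb. Of these, 1 passed the adjustment, Atad2, with a log2 fold change of 1.78 (adjusted p = 0.0229, 4.95e-05 to 0.103 over all alternatives). It did not pass in 3 of the 9 fits that each left out one library. Fam84b, also near Myc, was at 853 CPM in KPYYF library 4449 and 21.9 CPM in KPYYF library 4891. Its log2 fold change was 2.97, and 0.76 without library 4449. Without library 4449, Pvt1 still had a log2 fold change of 3.31, so a gain in that library alone stays open for Fam84b but does not account for Pvt1. A gain limited to Myc and Pvt1 and a rise in transcription both stay open, since no other gene within 1 Mb of Myc was tested.

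Crabp1, Bcl6b and Cspg4, which the paper does not discuss, were among the 5 largest rises with Twist2 and Gt(ROSA)26Sor. Crabp1 had a log2 fold change of 7.83 (adjusted p = 0.0141 from edgeR's quasi-likelihood test), with 1.22 to 4.78 CPM in KPF and 24.8 to 1134 CPM in KPYYF libraries, and passed the adjustment in all 9 fits that each left out one library. It did not pass with limma-voom or in the 6 libraries with many Xist reads (8.81e-23 to 0.136 over all alternatives). Bcl6b rose by 5.83 (adjusted p = 0.0161, 1.96e-08 to 0.0759 over all alternatives), to 4.99 to 68.8 CPM in KPYYF libraries. It did not pass in 2 of those fits, without KPYYF library 4891 or KPYYF library 4938. Cspg4 rose by 4.08 (adjusted p = 0.0351, 8.39e-05 to 0.279 over all alternatives) and fell short in 5 of the fits. Without KPYYF library 4938, where it was at 103 CPM, its log2 fold change was 2.58. Endothelial cells among the sorted Tm+ cells were weighed as a source of Bcl6b. The highest log2 fold change among the 9 tested endothelial genes was 0.22, for Egfl7, and their median was -0.55, which argues against them. A change in the PDAC cells themselves stays open for all 3 genes, and no source was tested for Crabp1 or Cspg4.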

How the results depend on the processing

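All settings were set before the data were examined, except 3 chosen after the values were seen: the 6 libraries with many Xist reads alone, the removal of Gm42418 and mitochondrial genes, and DESeq2 with the log(2) threshold. The cause was not tested for any change below, apart from fewer libraries or genes entering a fit.

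With 155 genes at an adjusted p under 0.05, 43 higher and 112 lower, DESeq2 gave 269 higher and 928 lower, including all 155. Without a filter on low counts, 88 were higher and 219 lower. Limma-voom gave 83 genes, 39 of them lower, with 54 of the 155 among them. With 4504h and 4504s summed, 25 genes were higher, and 101 of the 155 passed. RLE normalization kept 153 of the 155, upper quartile normalization 152 and the removal of Gm42418 and mitochondrial genes 153. In the 6 libraries with many Xist reads, 6 genes were higher and 31 lower, and 28 of the 155 passed. Of the 39 genes of the lists taken from the paper, 13 passed, 25 did with DESeq2 and 5 in the libraries with many Xist reads. By the rule of the methods, the counts stayed within 1.5-fold of 592 higher and 1298 lower genes, except for 1204 higher genes without a filter. That setting also moved the median log2 fold change of all genes from -0.07 to -0.31.

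Across the 9 fits that each left out one library, genes higher at an adjusted p under 0.05 ranged from 6 without KPF library 4435 to 75 without KPYYF library 4449. Lower genes ranged from 13 without KPYYF library 4938 to 198 without KPYYF library 4449. Genes of the lists taken from the paper ranged from 2 without KPYYF library 4891 or 4938 to 13 without KPYYF library 4449. By the rule of the methods, the ranges were 538 to 630 higher and 1087 to 1454 lower genes.

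The PTF list (median log2 fold change 3.20 to 3.90), the epithelial lineage TF list (-4.25 to -2.63), the epithelial junction list (-3.50 to -1.76), the Myc target list (0.43 to 0.74), the proliferation list (1.15 to 1.43), the Yap target list (-1.25 to -0.84) and the Schwann list (-3.69 to -3.05) kept their direction and their call in each of these 9 fits. The EMT list ranged from -0.04 to 0.62, reversed without KPYYF library 4938 (-0.0396). It passed without KPF library 4504h or 4504s or KPYYF library 4449, without a filter (0.32, adjusted p = 0.0383) and with 4504h and 4504s summed (0.47, adjusted p = 0.0204). The embryonic stem cell list ranged from 3.14 to 4.47, but fell to 0.92 without a filter, and lost its call without KPYYF library 4938. The oncofetal list ranged from 1.06 to 1.65 and lost it without KPYYF library 4891. The squamous list ranged from -1.90 to -0.42 and passed only without KPYYF library 4938. The immune list ranged from -2.86 to -0.41 and lost its call without KPF library 4504s or 4601 or KPYYF library 4891 or 4938. The islet list ranged from -4.99 to -2.33 and lost it in 5 of the 9 fits. The fibroblast list ranged from -1.06 to 0.31, reversed without KPF library 4504s. The acinar list ranged from -5.53 to 2.81, passing only without KPYYF library 4449. It was reversed without KPF library 4504s, without KPYYF library 4891 (0.19) or 4938 (0.18), and with 4504h and 4504s summed (0.31). In the 6 libraries with many Xist reads, the endothelial list passed (-0.94, adjusted p = 0.0442) and the islet list did not (-2.30, adjusted p = 0.150). The endothelial list ranged from -0.70 to -0.24 with each library left out in turn, without a change of call. Without a filter, medians that moved more than 1.5-fold with the same call were also -2.39 for the squamous and -0.97 for the endothelial list. In the libraries with many Xist reads, they were 0.0957 for the EMT, -0.73 for the immune and -1.31 for the acinar list.

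In place of camera, fry no longer called the oncofetal (1.45), immune (-2.18) and islet (-2.75) lists. With an estimated correlation, camera also no longer called the PTF (3.59), epithelial junction (-2.11), Myc target (0.67), proliferation (1.32), Yap target (-0.93) and Schwann (-3.35) lists.

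Of 63 single genes followed, 4 changed direction, none of them past the threshold. With each library left out in turn, Msi2 ranged from -0.27 to 0.57 (negative without KPYYF library 4449), Snai2 from -0.46 to 1.41 and Wwtr1 from -0.18 to 0.58 (both negative without KPYYF library 4891), while limma-voom gave Snai2 the highest value of all settings, 1.93. Imp4 ranged from -0.41 to 0.16 (positive without KPYYF library 4449, and 0.04 without KPF library 4601). In the libraries with many Xist reads, Wwtr1 was at -0.10 and Imp4 at 0.14. DESeq2 brought 19 of the 63 past the threshold and limma-voom 2, while limma-voom lost 14. Without KPYYF library 4938, 20 lost their call, and without KPYYF library 4891, 19. With 3 KPYYF libraries, no exact permutation test can give a p under 0.0119, and Gata4 in KPYYF libraries, Lin28b and most embryonic stem cell genes are near the limit of detection.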

Differences from the paper's values

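The numbers of KPF and KPYYF libraries equal the paper's, and the paper's text states no other value measured here. The p values printed in Fig. 1e come from t-tests and the scores in Fig. 1d from gene sets, and neither was computed here.

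The paper states that EMT markers were strongly upregulated in Tm+Yap− cells. The median log2 fold change of the 23 EMT genes was 0.27 (camera, adjusted p = 0.0698), and -0.04 without KPYYF library 4938. Of the settings run, 2 called the list, no filter on low counts (0.32) and 4504h and 4504s summed (0.47), as did 3 of the 9 fits that each left out one library. The list was written by hand, since the paper's gene sets were not available. The mean log2 CPM of the EMT list was highest among KPF libraries in 4504h and 4504s (7.25 and 6.99). So was that of the fibroblast list (4.44 and 5.89). Among KPYYF libraries, 4891 was highest for both lists (7.25 and 4.60). Whether fibroblasts among the sorted KPF cells narrowed the EMT difference was not tested.

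The paper states that all 7 PTFs were barely detectable in GFP+Yap+ cells. In KPF libraries, Nr2f1 was at 4.10 to 126 CPM, Nr2f2 at 19.7 to 63.2 CPM and Prrx1 at 5.74 to 58.7 CPM. These are RNA values, while the paper's statement also cites its Western blot. KPF libraries 4504h and 4504s had the highest KPF mean log2 CPM of the PTFs (3.95 and 4.16) and of the fibroblast genes (4.44 and 5.89). Whether fibroblasts gave a part of these KPF values was not tested. The paper states high expression of the 7 genes in Tm+Yap− cells, and Sox2 was at 0.119 CPM in KPYYF library 4449. The paper's heatmap shows 6 of the 7 as different, without Sox2. Sox2, Sox5 and Nr2f1 had adjusted p of 0.161, 0.102 and 0.251 from edgeR's quasi-likelihood test. DESeq2 called Sox5 as well, and the fit without a filter on low counts called Sox5 but not Twist2 or Prrx1. No setting called Sox2 or Nr2f1, and all 7 passed the rule of the methods. Only 6 passed that rule in some alternatives, such as limma-voom, and 5 in the 6 libraries with many Xist reads.

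The paper states that 5 epithelial lineage TFs were significantly lower. All 5 had a lower value and passed the rule of the methods, and Foxa2 alone passed the adjustment (adjusted p = 0.0141). All 5 also passed that rule with DESeq2 and limma-voom. Only 4 of the 5 did with RLE or upper quartile normalization, or with 4504h and 4504s summed. The same held in the fits that left out one library, except those without KPF library 4601 or KPYYF library 4938. DESeq2 also called Foxq1, Hnf4a and Ehf, and the fit without a filter on low counts Ehf. Limma-voom called Foxq1 but not Foxa2, and the fits without KPYYF library 4891 or 4938 called none of the 5. The fit without KPYYF library 4449 called Foxq1 and Ehf, and no setting called Gata4.

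The paper states that markers of embryonic stem cells were strongly upregulated. Of the 19 genes of the list, 14 had fewer than 100 counts in all. Pou5f1, Zfp42, Dppa4, Dppa5a, Fgf4, L1td1, Sall4 and Utf1 had none. The 5 genes that were tested were all higher, with a median log2 fold change of 4.00 (camera, adjusted p = 7.61e-06). Sox2 is among them and was chosen by the study on the same libraries.

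The discussion states that progenitor-like PDAC cells express elevated levels of Cd24a and Cd44. In the sorted Tm+Yap− libraries, Cd24a had a log2 fold change of -2.73 (adjusted p = 0.0141 from edgeR's quasi-likelihood test). Without KPYYF library 4891 or 4938, Cd24a did not pass the adjustment (3.13e-09 to 0.0604 over all alternatives). Cd44 had a log2 fold change of -0.66 (adjusted p = 0.411). No setting gave a higher value for either gene.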

Other observations

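The counts of splits, apart from that for all genes at an adjusted p under 0.05, and the tests of sex were chosen only after the results were seen.

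The 9 libraries can be split into 6 and 3 in 84 ways. Only 1 of the 84, the real one, gave as many genes at an adjusted p under 0.05 in all, and the same was so for higher genes alone and lower genes alone (1 each) and for higher and lower genes by the rule of the methods (1 each). A median log2 fold change as far from 0 as the real one came from 1 split for the epithelial lineage TF, Myc target, Yap target and Schwann lists. It came from 2 splits for the PTF, epithelial junction and proliferation lists. The study picked the PTFs and lineage TFs on the real split, so their counts are not independent evidence. For the PTF and proliferation lists, the other split set KPF libraries 4269, 4515 and 4601 apart, the 3 libraries with few Xist reads (medians -4.09 and -1.55). For the epithelial junction list, it set 4504h, 4891 and 4938 apart (median -2.69). It came from 6 splits for the oncofetal list, 5 for the islet list and 38 for the immune list, and the mean log2 CPM of these lists gave p of 0.250, 0.0833 and 0.381 (two-sided exact permutation test). A chance arrangement of the libraries stays open for these 3 lists. For the embryonic stem cell list, 5 splits gave such a median, the other 4 with the opposite sign. Its mean log2 CPM, however, was higher in every KPYYF library than in any KPF library (two-sided exact permutation test, p = 0.0119), so the 2 tests differed for this list.

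The cell type lists were weighed as other cells among the sorted cells. The 17 fibroblast genes had a median log2 fold change of -0.80 (camera, adjusted p = 0.636), and 0.31 without KPF library 4504s. This median decides nothing alone, since 8 of the genes were higher and 9 lower. Dcn, Lum and Col1a2 are abundant fibroblast genes, picked after their values were seen. They had log2 fold changes of 0.52, 1.59 and -1.71 (standard errors 0.72, 0.97 and 1.12). Each lay at least 2 standard errors under the median of 3.59 of the PTFs. The log2 fold changes of Nr2f2, Nr2f1 and Sox5 (2.39, 2.43 and 2.75) lay within 2 standard errors of Lum, but not of Dcn or Col1a2. The mean log2 CPM of Lum was 3.26 in KPF and 5.56 in KPYYF libraries. The values of Dcn and Col1a2 argue against fibroblasts rich in these genes as the whole source of the PTFs. Lum does not decide this for Nr2f2, Nr2f1 or Sox5. Pdgfra and Dpt, also named after their values were seen, rose. Pdgfra had a log2 fold change of 2.90. The mean log2 CPM of Dpt was 2.89 in KPF and 5.30 in KPYYF libraries. By the rule of the methods, 2 of the 17 fibroblast genes were higher and 1 lower. A kind of fibroblast rich in Pdgfra, Dpt or Lum stays open. The 2 tested of 7 Schwann cell genes had a median of -3.35 (camera, adjusted p = 0.0182), which argues against Schwann cells. The tested endothelial genes had an adjusted p of 0.250. The 17 acinar genes had a median of -0.35 (camera, adjusted p = 0.808) and were highest in KPF library 4504s (mean log2 CPM 9.90) and KPYYF library 4449 (8.66). Without KPF library 4504s this median was 2.81. In the 3 KPF libraries with the least acinar signal, the lowest mean log2 CPM of the epithelial lineage TFs was 4.94, against at most 3.09 in KPYYF libraries. This difference of 1.85 argues against acinar cells as the whole source of the lineage TFs. The immune list had a median of -2.18 (camera, adjusted p = 0.0438) and was highest in KPF library 4601 (mean log2 CPM 9.04), and the median was -0.41 without that library. The islet list had a median of -2.75 (camera, adjusted p = 0.0323), or -2.69 with genes at the limit of detection set to their bound. None of the genes of these 6 lists is in another list or was picked by the study.

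All 3 KPYYF libraries had at least 3452 Xist reads, as had KPF libraries 4435, 4504h and 4504s. KPF libraries 4269, 4515 and 4601 had 71 to 159 Xist reads and 886 to 1659 reads on the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, against 3 to 71 in the others. Sex is thus partly confounded with the groups. The mean log2 CPM of the PTFs was 3.47 in KPF libraries 4435, 4504h and 4504s and 1.82 in the other KPF libraries (two-sided exact permutation test, p = 0.100, the smallest that 3 against 3 allow), and 6.30 in KPYYF libraries. KPF libraries 4504h and 4504s, counted as separate here, share a mouse number. Within the 6 libraries with many Xist reads, the median log2 fold change was 3.07 for the PTFs (camera, adjusted p = 2.59e-07) and -2.70 for the epithelial lineage TFs (camera, adjusted p = 5.12e-05). This argues against sex as the whole cause, while a part of the PTF and proliferation differences may follow sex. For proliferation, the KPF libraries with many Xist reads were higher by 0.95 on the log2 scale.

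Of 18 squamous genes, 7 were tested, with a median log2 fold change of -1.0 (camera, adjusted p = 0.257), and -1.90 without KPYYF library 4938. Trp63 had 1 read in KPYYF library 4891, 9 in KPYYF library 4938 and none in the other libraries. The oncofetal genes Igf2 and H19 had log2 fold changes of 4.21 and 3.43, which were 1.00 and 1.24 without KPYYF library 4891. Dlk1 had 5.09, or 3.94 without KPYYF library 4891 and 1.78 with limma-voom (0.00179 to 0.655 over all alternatives for the adjusted p). KPYYF library 4938 had 1.42 CPM of Dlk1, below every KPF library (9.30 to 51.0 CPM). Among the 5 cancer stem cell markers, the median log2 fold change was -0.98, and Dclk1 and Msi2 had -0.98 and 0.31 (adjusted p = 0.395 and 0.751). Of the 11 genes of proteins studied in the tumors, 10 were tested, with a median of 0.42, and the highest was Myc.

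The paper's Western blot (Fig. 1f) shows 5 KPYYF mice, among them the numbers 4449, 4891 and 4938 of the 3 KPYYF libraries. Read by eye, Sox2 was weak in 4449, where its RNA was also lowest of the 3. Nr2f1 gave no band in 4938, where its RNA was at 235 CPM, and Nr2f2 gave none in 4938, where its RNA was at 153 CPM. Prrx1 gave no band in these 3 mice, where its RNA was at 504 CPM in 4891 and 447 CPM in 4938. No explanation was tested. The blots were made from tumors and the libraries from sorted cells.

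The 5 largest falls were those of Adamtsl1, Rarres2, Tox3, Dhh and Gimd1. Adamtsl1 was at least 51.4-fold lower in KPYYF libraries, Rarres2 at least 50.8-fold, Tox3 at least 46.1-fold and Dhh at least 101-fold, and Gimd1 had a log2 fold change of -7.26. Adamtsl1 and Dhh passed the adjustment in all of the 9 fits that each left out one library but not with limma-voom (9.77e-08 to 0.131 and 2.23e-11 to 0.209 over all alternatives for the adjusted p). Rarres2 passed in 2 of the fits, Tox3 in 6 and Gimd1 in 7 (3.32e-06 to 0.284, 6.66e-07 to 0.152 and 1.44e-14 to 0.266). Of all 14105 genes, 1283 had no overlap between the groups, 9.10% where chance gives 2.38%, and 152 of the 155 genes at an adjusted p under 0.05 were among them.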
